# Intraocular liver spheroids for non-invasive high-resolution in vivo monitoring of liver cell function

**DOI:** 10.1038/s41467-024-45122-4

**Published:** 2024-01-26

**Authors:** Francesca Lazzeri-Barcelo, Nuria Oliva-Vilarnau, Marion Baniol, Barbara Leibiger, Olaf Bergmann, Volker M. Lauschke, Ingo B. Leibiger, Noah Moruzzi, Per-Olof Berggren

**Keywords:** Optical imaging, Hepatocytes, Cellular imaging

## Abstract

Longitudinal monitoring of liver function in vivo is hindered by the lack of high-resolution non-invasive imaging techniques. Using the anterior chamber of the mouse eye as a transplantation site, we have established a platform for longitudinal in vivo imaging of liver spheroids at cellular resolution. Transplanted liver spheroids engraft on the iris, become vascularized and innervated, retain hepatocyte-specific and liver-like features and can be studied by in vivo confocal microscopy. Employing fluorescent probes administered intravenously or spheroids formed from reporter mice, we showcase the potential use of this platform for monitoring hepatocyte cell cycle activity, bile secretion and lipoprotein uptake. Moreover, we show that hepatic lipid accumulation during diet-induced hepatosteatosis is mirrored in intraocular in vivo grafts. Here, we show a new technology which provides a crucial and unique tool to study liver physiology and disease progression in pre-clinical and basic research.

## Abstract (web summary)

Longitudinal monitoring of liver function in vivo is hindered by the lack of high-resolution non-invasive imaging techniques. Here, the authors show a crucial and unique tool for longitudinal in vivo imaging of liver spheroids at cellular resolution to study liver physiology and disease.

## Introduction

The health burden of liver diseases in industrialized countries is steadily increasing. Among those, lifestyle-related liver disorders are predicted to overtake viral hepatitis and become the leading cause of chronic liver disease in the Western world^1^. The research field focusing on the pathophysiological mechanisms of liver diseases and regeneration has hugely advanced over the last decades. Three-dimensional culture models, such as liver organoids and spheroids, have replaced monolayer and sandwich culture techniques due to the higher retention of hepatocyte differentiation by cell–cell interactions and cell polarization^2,3^. Moreover, co-culture systems with non-parenchymal liver cells, such as Kupffer and hepatic stellate cells, have improved spheroid functions to more closely mimic in situ hepatocyte features and functions^4,5^. Despite the advantages of allowing high-throughput experiments, these in vitro setups are limited due to the lack of anatomical features, time constraints, hepatocyte de-differentiation, and the absence of vascularization and innervation. Although a recent study achieved vascularization of human liver spheroids on a microfluidic vascular bed improving hepatic tissue modeling^6^, a key limitation of current in vitro liver models is the lack of a physiological environment. Replacing innervation has so far not been attempted in vitro, although recent studies have uncovered its complex role in an array of different liver functions^7^.

Liver spheroids generated in vitro have been successfully transplanted into recipient mice, however, these sites of engraftment, such as under the kidney capsule^8^, intraperitoneally^9^, and subcutaneously^8^ are not accessible for optical imaging. The state-of-the-art technique to be able to monitor liver parameters at a cellular level is intravital imaging, which allows high-resolution visualization of the in situ liver. However, this technique is often terminal and does not allow regular imaging sessions of the same animal. Alternatively, the cornea is transparent and acts as a natural body window, through which microtissues engrafted on the iris can be imaged in a non-invasive and longitudinal manner by confocal microscopy^10–12^, possibly solving this bottleneck in liver research. Therefore, the anterior chamber of the eye (ACE), with its highly vascularized and innervated iris, can be an ideal site for the engraftment and imaging of transplanted liver spheroids.

In this work, we have established an in vivo imaging platform aimed to overcome the major hurdles in methodology that largely limit liver research, allowing non-invasive longitudinal imaging of differentiated liver cells in a physiological milieu. By monitoring cellular function in the ACE in real-time, longitudinally, and at single-cell resolution, we now demonstrate the application of this platform in different areas of liver research.

## Results

### Liver spheroids engraft in the anterior chamber of the eye

To study hepatocyte functions longitudinally in vivo, we generated mouse liver spheroids and transplanted them into the ACE of recipient mice (Fig. 1a, b and Supplementary Fig. 1). Via injection through the cornea, the spheroids were positioned on the iris, where they engrafted and were imaged in real-time to generate high-resolution images in living animals (Fig. 1c–f).

**Fig. 1:**
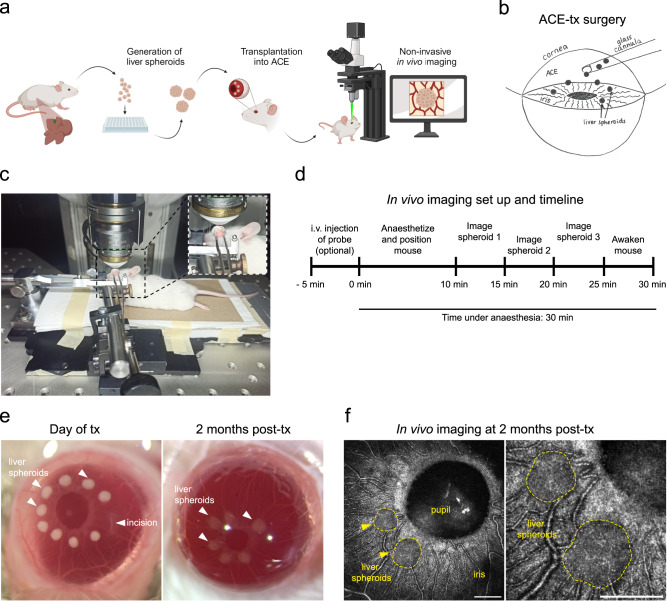
The anterior chamber of the eye (ACE) as a transplantation site for longitudinal in vivo imaging of liver-like tissue. **a** Experimental design of anterior chamber of the eye (ACE) in vivo imaging platform: liver spheroids were generated from primary liver cells (enriched for hepatocytes) and transplanted into the ACE of recipient mice, where they can be longitudinally imaged through the cornea by confocal microscopy. **b** Diagram of ACE transplantation (tx) surgery. **c** In vivo imaging setup and positioning of the mouse. **d** Experimental timeline of in vivo imaging session. **e** Stereoscopic images of liver spheroids (white arrowheads) transplanted into the ACE of albino recipient mice, on the day of tx and at 2 months post-tx. **f** Images of liver spheroids in vivo in anesthetized mice at 2 months post-tx, using label-free backscatter signal (white), Scale bar = 250 µm.

Pivotal to this imaging platform, is the graft’s ability to receive and respond to systemic cues through vascularization and innervation of the transplanted liver spheroids. To study vascularization, we performed in vivo imaging of fluorescently labeled lectin post-transplantation (post-tx). One-month post-tx, the vascular growth plateaus, and no further changes are evident thereafter (Fig. 2a–e and Supplementary Fig. 2a). At this point, the spheroid vascular network was formed by a mesh of uniformly sized capillaries (diameter mean ± SD 3.8 ± 0.9 µm) approximately 3-fold smaller than those of the iris (Fig. 2e), indicating that the ingrowing vessel-type was dictated by the graft. This was confirmed by ex vivo immunofluorescence staining (Fig. 2b). By using labeled red blood cells (RBCs) during in vivo imaging, we found the vessels within the liver spheroids to be functional with unidirectional blood flow (Fig. 2f and Supplementary Movie 1). Innervation is another requirement for the liver spheroids to connect to the recipient animal. Thus, we investigated innervation by ex vivo staining of sympathetic and parasympathetic markers (Fig. 2g and Supplementary Fig. 2b, c). Engrafted liver spheroids showed sympathetic innervation and nerve fibers can be seen running alongside vessels (Fig. 2h). Of note, the engrafted spheroids lacked parasympathetic innervation, despite both nerve types being present in the surrounding iris tissue (Fig. 2g, h). As for the vasculature, the innervation pattern established during the first month of engraftment was maintained thereafter (Supplementary Fig. 2c). Finally, during the engraftment process, we observed an influx of macrophages within the liver spheroids (Fig. 2i), suggesting these cells are recruited from the circulation to populate the spheroid grafts.

**Fig. 2:**
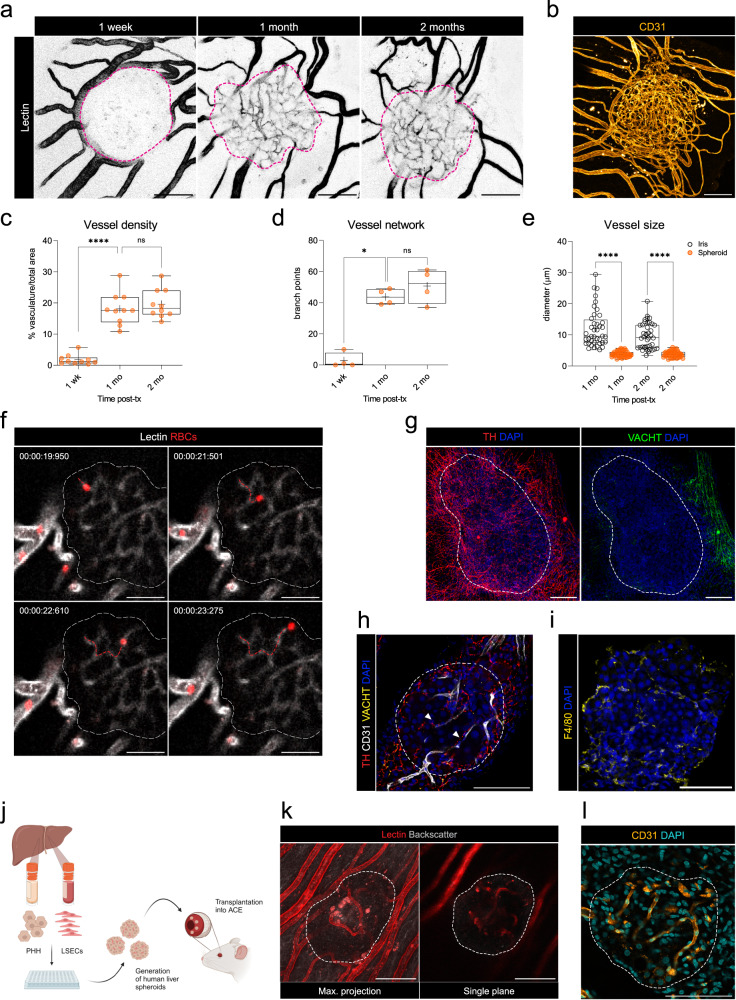
Liver spheroids engraft and become vascularized and innervated in the ACE. **a** Representative maximum projection of vessels in ACE-liver spheroid acquired by in vivo imaging by intravenous injection of DyLight-649-conjugated lectin (black) after binary conversion and thresholding at 1-week, 1 and 2-months post-tx. Spheroid area limit: pink dashed line. **b** Immunofluorescence vasculature network (CD31, orange) staining of whole-mount ACE-liver spheroid at 2-months post-tx. Max. projection image. **c** Vascular density of ACE-liver spheroids. Whiskers represent min/max values, with the mean shown as ‘+’. ****p < 0.0001 by one-way ANOVA test, *n* = 9 in 3 recipient mice. **d** Vessel network assessed by number of branch points within the spheroids. Whiskers represent min/max values, with the mean shown as ‘+’. *p < 0.05 by Mann–Whitney test, *n* = 4 in 3 recipient mice. **e** Average diameter of iris and intra-spheroid vessels at 1 and 2-months post-tx. Whiskers represent the min/max values, with the mean shown as ‘+’. ****p < 0.0001 by Kruskal–Wallis test, *n* = 8 measurements per spheroid, 5 spheroids in 3 recipient mice. **f** In vivo imaging of labeled red blood cells (red) through intra-spheroid vessels (lectin, white) and their trajectory (red-dashed line). Spheroid mass is delimited by a white-dashed line, scale bar = 50 µm. Chronological images taken from Supplementary Movie 1. **g** Immunofluorescence staining of whole-mount ACE-liver spheroids and surrounding iris tissue. Sympathetic (TH, red) and parasympathetic (VACHT, green) nerves at 2-months post-tx. Max. projection images. **h** Immunofluorescence staining within the ACE-liver spheroid mass. Sympathetic (TH, red) and parasympathetic nerves (VACHT, yellow); vessels (CD31, white). Arrowheads indicate nerves alongside vessels and spheroid mass is delimited by white-dashed line. Single plane image. **i** Immunofluorescence staining of macrophages (F4/80, yellow) within the ACE-liver spheroid. Single plane image. **j** Experimental outline of human liver spheroids generated from primary human hepatocytes (PHH) and primary human liver sinusoidal endothelial cells (LSECs) transplanted into the ACE of immunodeficient mice. **k** In vivo imaging of vascularization in engrafted human liver spheroids at 1-month post-tx, visualized by intravenous injection of DyLight-649-conjugated lectin (red). **l** Vasculature network (CD31, orange) and nuclei (DAPI) staining of ACE-human liver spheroid at 1-month post-tx. Max. projection image. **a**, **b**, **g**, **h**, **i**, **k**, **l** scale bars = 100 µm. Source data are provided as a Source Data file.

As humanized mouse models are powerful tools to gain insights into human-specific physiology/pathology, we explored the possibility of human liver spheroid engraftment in the mouse ACE. Thus, we generated human liver spheroids by combining primary human hepatocytes (PHH) and primary liver sinusoidal endothelial cells (LSECs) followed by transplantation into the ACE of immunodeficient NSG mice (Fig. 2j and Supplementary Fig. 2d). The LSECs served as a supporting cell type to facilitate vascularization, as spheroids formed exclusively from PHH did not become vascularized in the eye. Using this cell mixture to form human liver spheroids and transplanting them into NSG mice, we found they also achieved engraftment and vascularization by in vivo and ex vivo imaging of the graft vessels (Fig. 2k, l).

In summary, transplanted liver spheroids successfully engraft in the ACE and connect to the recipient animal by tissue remodeling.

### Engrafted spheroids retain hepatocyte features

To understand the suitability of this in vivo imaging platform to monitor hepatocyte functions, we analyzed the transcriptome of the explanted liver spheroids by RNA-seq at 2-months post-tx. 

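The transcriptome was measured in 5 explants, each an engrafted spheroid with the iris around it, 3 naïve irises, 3 livers, 3 hepatocyte-enriched preparations and 2 samples of spheroids kept in vitro, which the paper does not report on. The explants carry the numbers 1, 2, 4, 5 and 6. Each of these 16 samples was prepared by Smart-seq3 as 3 technical libraries. According to the authors, reads were aligned with TopHat2, duplicate reads were removed with UMI-tools and Samtools, and featureCounts assigned the rest to the exons of each gene in GRCm38, without regard to strand and without reads that map to several places. The authors deposited the counts per library and per sample, TPM calculated from these counts, and TPM of the explants from which an iris contribution had been subtracted. The strain given with the deposited samples is not among those listed in the paper's Reporting Summary.

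The total count was 5449589 to 6789648 per explant (median 5814858), 4596550 to 4881817 per iris (median 4813231), 3523171 to 3871404 per liver (median 3694530) and 2718518 to 3573075 per hepatocyte preparation (median 3154748). The spheroids kept in vitro had 3247327 and 3447643 counts. Between 24251 and 24992 genes were detected per explant, 23881 to 24268 per iris, 19904 to 20779 per liver and 18256 to 19053 per hepatocyte preparation. The 50 most abundant genes took 4.74% to 5.40% of the counts of an explant and 8.74% to 8.86% of those of a liver. The technical libraries of a sample differed by 1.32 to 1.77 times the variance of sampling alone (median per group), and different samples of a group by 2.28 to 6.28 times. The technical libraries were therefore summed, and each sample was counted as 1 replicate.

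Counts were compared with edgeR's quasi-likelihood test after TMM normalization, with genes called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. TPM were compared on the log2(TPM + 1) scale, which understates the changes of low genes, by limma across all genes and by a two-sided exact permutation test for the genes plotted in the figures. The smallest p that 5 explants against 3 other samples allow is 0.0179. A gene with at most 3 counts in every sample of a group was taken to be at the floor, and fold changes against it are given as lower bounds, which cover counting error only.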

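Between the 5 explants and the 3 naïve irises, 16764 genes had enough counts to be tested. Of these, 1032 were called higher in explants and 53 lower, and at an unadjusted p under 0.05 with any fold change 2956 were higher and 1670 lower. Scaled by library size alone, 2304 were higher and 2745 lower at that unadjusted p, and 1007 and 86 were called. The values of the explants and the irises did not overlap in 3849 genes (23.0%), where chance would give 3.57%. With limma-voom, where the paper's methods name limma, 541 genes were called higher and 42 lower. In edgeR without the fold change limit, 1515 were higher and 460 lower. The numbers called higher without iris 1, 2 or 3 were 554, 604 and 575, and the numbers called lower were 29, 26 and 28.

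The hepatocyte transcription factor gene *Hnf4a* (ENSMUSG00000017950, chromosome 2 of GRCm38, 163506808 to 163572910) was at 61.3 ± 30.2 CPM (SD, n = 5) in explants and 2.84 ± 0.533 (SD, n = 3) in irises. Its log2 fold change was 4.42 (standard error 0.49, adjusted p = 0.000646). *Alb*, the albumin gene (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602), was at 1709 ± 224 CPM (SD, n = 5) in explants and 628 ± 42.8 (SD, n = 3) in irises. That gave a log2 fold change of 1.44 (standard error 0.11, adjusted p = 0.000146). In explants the counts of *Alb* per base of the gene were close to the highest value found in any library. If counts per base are limited, a possibility examined below, this fold change may be understated, which its standard error does not cover. Each of 901 genes with at least 500 bases, 200 TPM and under 0.4 counts per base in liver was also counted in irises, at 0.471% of its liver level or more. *Adgre1*, which macrophages express (ENSMUSG00000004730, chromosome 17, 57358686 to 57483529), was at 99.2 ± 65.2 CPM (SD, n = 5) against 21.2 ± 2.61 (SD, n = 3). The log2 fold change of *Adgre1* was 2.22 (standard error 0.52, adjusted p = 0.0248). The endothelial gene *Pecam1* (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) had a log2 fold change of 0.75 (standard error 0.20, adjusted p = 0.0380) and stayed under the fold change limit.

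Among the called genes without overlap, the 5 largest log2 fold changes belonged to genes with 0 or 1 count in every iris. *Nags* (ENSMUSG00000048217, chromosome 11, 102145513 to 102149477) was at least 11.1-fold higher in explants, *Atp6v0d2* (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605) at least 62.3-fold, *Cyp2a22* at least 6.51-fold, *Gm13449* at least 4.47-fold and *Cyp2a4* at least 17.0-fold. Reads of *Cyp2a22* and *Cyp2a4* could have been split with other members of their gene family, and their adjusted p rose to 0.0532 and 0.0544 at most when a single iris was left out. The largest decreases were those of the lens crystallin genes *Cryba2* (log2 fold change −2.91, adjusted p = 0.0270), *Cryaa* (−2.85, adjusted p = 0.0437) and *Crygs* (−2.54, adjusted p = 0.00937), followed by *Rims1* (−2.20) and *Gm27252* (−2.05). Without iris 2 the adjusted p of *Cryba2*, *Cryaa* and *Crygs* was 0.113, 0.182 and 0.0565. Over the 8 fits that each left out a single sample, *Cryaa* lost its call in 5, *Cryba2* in 4 and *Crygs* in 1.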

First, we compared the liver spheroid explants to naïve iris samples and found hepatocyte-specific and other liver cell signature genes highly enriched in explant samples. Moreover, KEGG pathway analysis showed hits pertaining to common liver pathways (Fig. 3a). 

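The gene sets of KEGG were not used here. In their place, 23 lists of genes for liver functions, cell types and eye tissues were written by hand and compared between explants and irises with camera, at its preset inter-gene correlation of 0.01, on log2 CPM. At an adjusted p under 0.05, 18 lists were higher in explants and 2 lower, a number of higher lists that 4 of the 56 ways of splitting these samples into groups of 5 and 3 reached. The complement and coagulation genes (54 genes) had a median log2 fold change of 3.02 (adjusted p = 1.4e-31), the hepatocyte markers (22 genes) 3.31 (adjusted p = 2.1e-31), the steroid hormone genes 3.53 (adjusted p = 7.6e-24), and the xenobiotic metabolism genes 2.41 (adjusted p = 7.5e-15). The medians of the other liver functions were 2.16 for cholesterol metabolism, 1.20 for PPAR signaling, 3.02 for glucose and glycogen, 1.08 for primary bile acids, 1.72 for bile transport, 0.70 for lipid metabolism and 3.25 for the acute phase. Those of the pericentral and periportal genes were 2.56 and 2.71.

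Among cell types, the lists of macrophages (median log2 fold change 1.24, adjusted p = 2.8e-05), cholangiocytes (1.22, adjusted p = 0.00229) and liver sinusoidal endothelial cells (0.88, adjusted p = 0.0171) were higher in explants, as were the cell cycle genes (2.13, adjusted p = 6.7e-06) and the extracellular matrix genes (0.62, adjusted p = 0.0383). The 3 testable Kupffer cell markers had a median of 1.48 (adjusted p = 0.0845), the stellate cell markers −0.27 (adjusted p = 0.345) and the endothelial markers 0.12 (adjusted p = 0.145). The lens markers (−2.76, adjusted p = 0.000485) and the iris markers (−0.24, adjusted p = 5.1e-05) were lower. In the cell cycle list 1 gene was at the floor in irises, and with that gene at its lower bound the median of edgeR's log2 fold changes fell from 2.455 to 2.25. Lists share members, such as 10 of the 22 hepatocyte markers that stand in another list as well.

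With fry in place of camera, 18 of the 20 calls held, and the sinusoidal endothelial and extracellular matrix lists did not (adjusted p = 0.0519 for both). With an inter-gene correlation estimated from these samples, 0 of the 23 lists passed (smallest adjusted p = 0.151), and 5 had an unadjusted p under 0.05. The extracellular matrix list also fell short without explant 2 (adjusted p = 0.0603) or iris 3 (adjusted p = 0.0559), and the Kupffer cell list passed without explant 1, explant 4, iris 1 or iris 2 (adjusted p from 0.0177 to 0.0425). Without the filter on low counts, where all 7 Kupffer cell markers were tested, their median was 1.403 (adjusted p = 0.00267).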

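The iris share of each explant was solved from the authors' TPM tables before and after subtraction of the iris contribution, since the paper's text does not name these shares. It was 82% in explant 1, 68% in explant 2, 81% in explant 4, 72% in explant 5 and 59% in explant 6, or 72.4% ± 9.56 (SD, n = 5). For 4 of the explants this solution returned the deposited value of every gene. In the deposited column of explant 4, the iris mean was reduced by the iris fraction in place of being multiplied by it, and 16.3% of genes equal the formula of the methods.

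The share was also estimated from the TPM themselves. Nu-support vector regression on 150 iris and 150 liver signature genes gave the highest values, 66.9% to 90.2% with a mean of 80.3% ± 9.52 (SD, n = 5). Non-negative least squares on the mean iris and liver TPM gave 75.0% ± 8.92 (SD, n = 5), and the median ratio of explant to iris over 268 iris-specific genes gave 73.3% ± 13.8 (SD, n = 5). The largest error of these estimates on simulated mixtures was 0.00287 as a fraction. Those mixtures were made without noise from the same mean iris and liver TPM that served as references. Their small error therefore does not measure accuracy on the explants, where the estimates for explant 6 ran from 51.4% to 66.9%. Explant 6 had the lowest share under each of the 4 estimates.

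**Figure D1:**
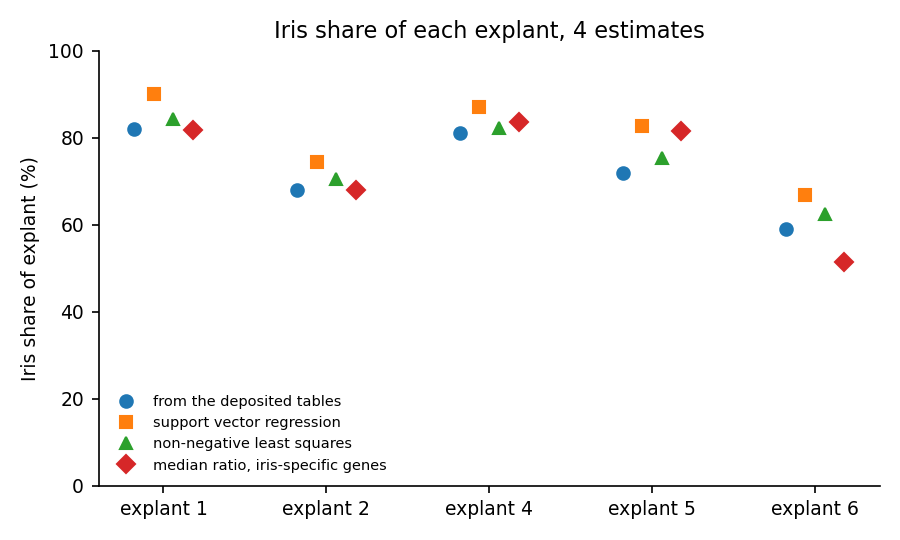
Percent of iris tissue in each of the 5 explants by 4 estimates: solved from the deposited tables, nu-support vector regression, non-negative least squares and the median ratio of iris-specific genes. The values solved from the deposited tables lie between 59% and 82%, and the regression lies above them in every explant.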

To consider the contamination of liver spheroids sample by iris tissue and to be able to more accurately compare the explant samples to in situ liver, we applied transcriptome deconvolution^13^. 

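The levels of 39 genes, those of Fig. 3b, Fig. 3e, Fig. 4b, Fig. 4f and Supplementary Fig. 4b–d, were compared between the corrected explants and the livers or the hepatocyte-enriched preparations. Against the livers, 16 had a p under 0.05 by the exact permutation test, 6 higher and 10 lower in explants, and the log2 ratios ran from −2.33 to 0.78 with 30 of them below 0. Adjusted over the list alone, 0 of the 39 had a p under 0.05, and 3 did in limma over all 20693 genes tested. Since the exact test has a smallest p, that number depends on the design, and limma adjusted over the list alone gave 5. Against the hepatocyte preparations 17 had a p under 0.05, 4 higher and 13 lower, and 0 after adjustment over the list alone, where limma gave 8 and the exact permutation test on linear TPM 14. The subtraction of iris moved these numbers most: before it all 39 genes were lower in explants than in livers and 37 differed from the hepatocyte preparations. With the iris share from nu-support vector regression, 10 genes differed from the livers, 8 of them higher. Without explant 2, explant 5 or liver 2, 10 of the 39 differed from the livers, and without explant 5, 9 differed from the hepatocyte preparations.

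Of the 10 genes of Fig. 3b, 5 were higher in explants than in livers. *Alb* was at 5551 ± 1545 TPM (SD, n = 5) in explants and 3222 ± 111 (SD, n = 3) in livers (log2 ratio 0.78, exact permutation p = 0.0357, adjusted p = 0.0871), and its p was 0.0571 to 0.0952 without explant 2, 4, 5 or 6 or without any of the livers. *Trf* was at 3472 ± 784 TPM in explants and 2106 ± 48.6 in livers (log2 ratio 0.72), and *Cyp3a11* (ENSMUSG00000056035, chromosome 5, 145854426 to 145879964) at 905 ± 116 and 529 ± 72.2 TPM (log2 ratio 0.77). *Ttr* had a log2 ratio of 0.24, and its exact permutation p was 0.0893 with a limit of 1.7 read starts per base undone in the counts, which was chosen after seeing the data. With this limit undone, *Alb* and *Trf* each had a log2 ratio of 0.73 (exact permutation p = 0.0179). In the deposited values *Trf*, *Cyp3a11* and *Ttr* reached the smallest possible p (exact permutation, adjusted p = 0.0696), as did *Hnf4a*, which was lower at 121 ± 17.9 TPM in explants and 226 ± 13.3 in livers (log2 ratio −0.90). *Serpina1a*, whose reads could have been split with its near-identical copies, was at 339 ± 62.4 and 228 ± 2.45 TPM (log2 ratio 0.57, exact permutation p = 0.0357) and lost its p under 0.05 without explant 2, explant 5 or any of the livers. *Nr1i2* was lower, at 76.3 ± 14.2 and 120 ± 22.4 TPM (log2 ratio −0.65, exact permutation p = 0.0357; p = 0.143 without liver 1), and *Asgr1* had a log2 ratio of −0.38 (exact permutation p = 0.0357; p = 0.143 without liver 2). *Apob* (log2 ratio −0.35, exact permutation p = 0.143) and *Ugt1a1* (log2 ratio −0.21, exact permutation p = 0.161) did not differ beyond the spread between samples. Compared with the hepatocyte preparations, 5 of these 10 genes had a p under 0.05, 3 higher and 2 lower.

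No library held more than 1.703 counts per base of any gene of at least 500 bases, and the highest value in a library was at least 1.44 in all 48. *Alb* had 1.56 counts per base per library in livers, *Trf* 1.02 and *Ttr* 0.83, while *Cyp3a11* had 0.257 and *Serpina1a* 0.111. Hepatocyte genes were taken as those with at least 30 TPM in livers and under 0.1 of the liver level in irises. Their level in hepatocyte preparations also had to be over 0.5 of that in livers. *Alb*, *Trf* and *Ttr* are not among them, since irises held 812, 371 and 352 TPM of these. Over 575 hepatocyte genes, with all explants corrected by the formula of the methods, the 16 with at least 0.8 counts per base had a median log2 ratio of explants to livers of 0.29 and the other 559 a median of −0.63. With that limit of read starts undone, the median of the 16 was −0.025. Both groups had medians near 0 between hepatocyte preparations and livers (0.04 and 0.07).

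**Figure D2:**
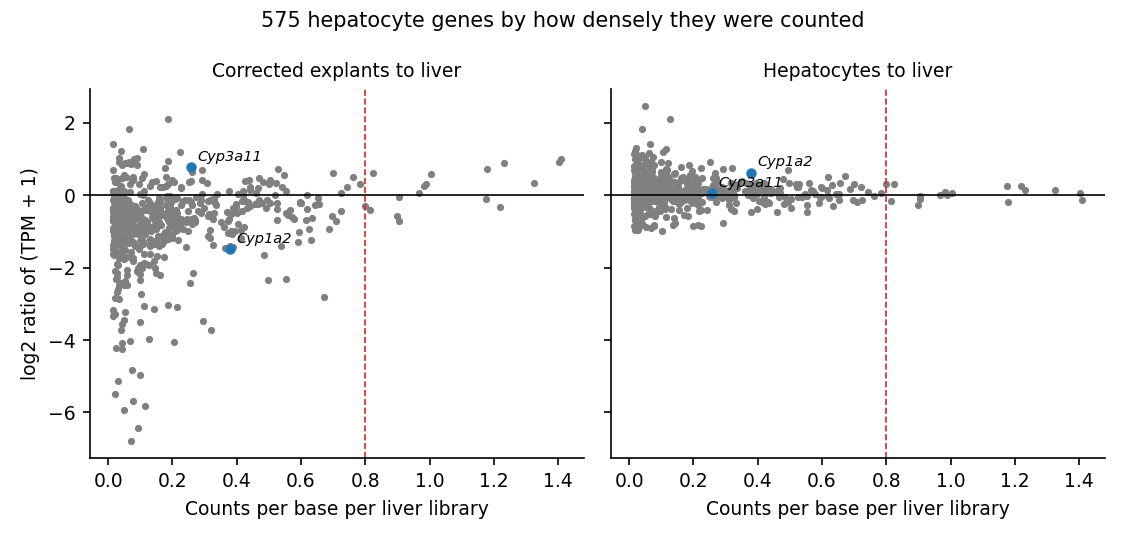
Log2 ratio of mean TPM + 1, explants corrected by the formula of the methods to livers and hepatocyte preparations to livers, against counts per base per library in liver for 575 hepatocyte genes, with a dashed line at 0.8 counts per base and *Cyp3a11* and *Cyp1a2* marked. The 16 genes beyond the line have a median of 0.29 in the explants, against −0.63 for the other genes.

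The hepatocyte preparations themselves differed from the livers in 333 of 12236 genes tested, 50 higher and 283 lower (1292 and 1808 at an unadjusted p under 0.05). Scaled by library size alone, 43 and 414 were called (654 and 2338 at an unadjusted p under 0.05). With all 5 groups in a single edgeR fit, 217 were higher and 923 lower, and with limma-voom 9 and 11. Without hepatocyte preparation 3 the numbers were 4 and 4, without preparation 2 they were 8 and 7, without liver 2 they were 5 and 15, without preparation 1 they were 110 and 338, without liver 1 they were 28 and 115, and without liver 3 they were 16 and 83. The values did not overlap in 3973 genes (32.5%), where chance would give 10%. The immediate early genes *Fos* (log2 fold change 6.90, adjusted p = 0.000903) and *Egr1* (4.30, adjusted p = 0.0136) and the cytokine signaling gene *Socs3* (4.38, adjusted p = 0.00445) were higher in the preparations, as were *Fosb* (at least 32.3-fold) and *1200007C13Rik* (at least 12.5-fold). *Dpt* was at least 34.8-fold lower, *Fam180a* at least 15.4-fold, *Art4* at least 13.6-fold, *Esm1* at least 10.5-fold and *Msln* at least 10.2-fold. The calls of *Fos* and *Socs3* held without any single sample. The other 8 lost theirs in 2 to 5 of these fits, with an adjusted p of up to 0.0733 for *Egr1*, 0.0919 for *Fosb* and *1200007C13Rik*, 0.154 for *Dpt*, 0.142 for *Fam180a*, and 0.141 for *Art4*, *Esm1* and *Msln*.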

The results showed expression levels of genes implicated in diverse hepatic functions, with comparable levels to that of in situ liver and to the hepatocyte-enriched fraction used for spheroid formation (Fig. 3b). To corroborate the gene expression and confirm typical liver proteins, we stained ex vivo for the major glucose transporter isoform expressed in hepatocytes (Glut2) and a cell–cell adhesion protein involved in liver homeostasis (E-cadherin)^14^ (Fig. 3c).

**Fig. 3:**
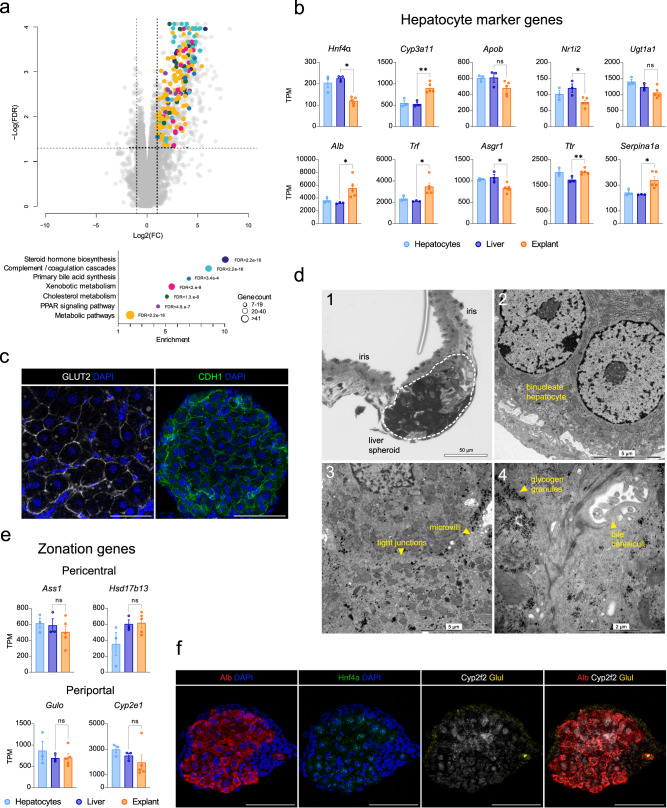
Engrafted liver spheroids retain features of differentiated hepatocytes. **a** Volcano plot derived from RNA-seq data at 2-months post-tx, showing gene enrichment in ACE-liver spheroids explants vs naïve iris. Color-coded genes pertain to common liver-specific pathways which are described below the volcano plot, *n* = 3 freshly isolated hepatocytes, 3 livers, 5 explants. **b** Expression levels of selected hepatocyte marker genes in explant samples compared to in situ liver at 2 months post-tx. Results shown as Transcripts Per Million (TPM), error bars indicate mean ± SEM, *p < 0.05, **p < 0.01 by *t*-test in all genes, except for *Hnf4ɑ*, which was analyzed by Mann–Whitney test, *n* = 3 freshly isolated hepatocytes, 3 livers, 5 explants. **c** Immunofluorescence staining of hepatic markers GLUT2 and junctional protein CDH1 in ACE-liver spheroids at 2-months post-tx. Single plane images. **d** TEM images showing tissue architecture and features of ACE-liver spheroids. Explant sample, formed of the engrafted liver spheroid and surrounding iris tissue (1); hepatocytes identified as single or double-nucleated cells, with electron-dense cytoplasm rich in mitochondria and glycogen granules (2); Bile canaliculi between neighboring hepatocytes with luminal microvilli delimited by tight junctions (3,4). **e** Expression levels of selected hepatic pericentral and periportal zonation genes in explant samples compared to in situ livers at 2-months post-tx. Results shown as TPM, error bars indicate mean ± SEM, *Gulo* and *Hsd17b13* were analyzed by *t*-test, *Ass1* and *Cyp2e1* were analyzed by Mann–Whitney test, *n* = 3 freshly isolated hepatocytes, 3 livers, 5 explants. **f** RNA in situ hybridization in sections of ACE-liver spheroids, showing transcript zonation of marker genes *Glul* (pericentral) and *Cyp2f2* (periportal), and *Alb* and *Hnf4ɑ* to identify hepatocyte cells. **c**, **f** scale bars = 100 µm. Source data are provided as a Source Data file.

To visualize typical liver-like microstructures of the engrafted spheroids, we performed transmission electron microscopy (TEM) at 2-months post-tx (Fig. 3d and Supplementary Fig. 3). Hepatocytes within the grafts presented typical glycogen granules and characteristic cell polarity, with canalicular, lateral and sinusoidal poles^15^ (Fig. 3d-2, 4). On the canalicular pole, we observed bile canaliculi characterized by microvilli and sealed on both sides by tight junctions (Fig. 3d-3, 4). The lateral poles connecting to the neighboring hepatocyte consist of tight junctions and no microvilli, while the sinusoidal pole connects to a Disse-like space (Supplementary Fig. 3), which separates hepatocytes from the endothelium. We also found the presence of bile ductules, with luminal microvilli projections, formed by cholangiocytes, as well as macrophages in vessels and scattered within the spheroid mass (Supplementary Fig. 3).

**Fig. 4:**
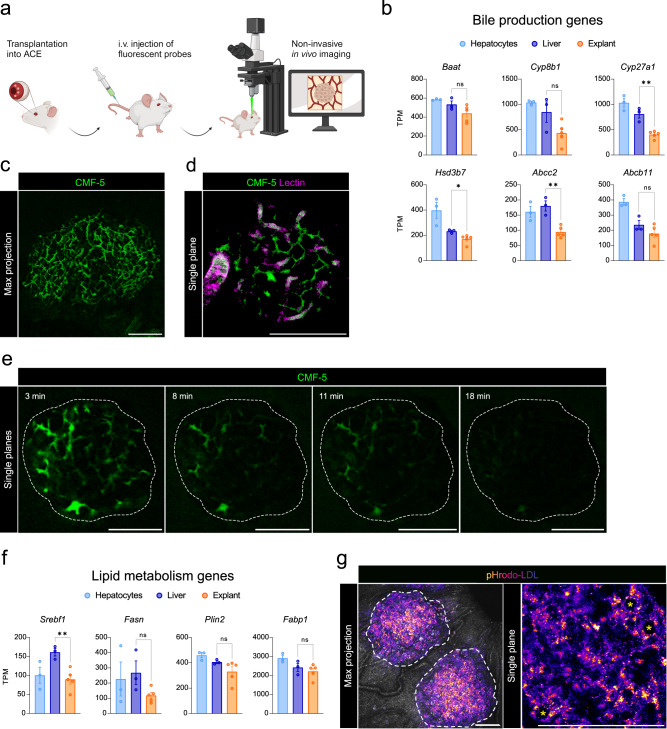
Hepatocyte functions can be visualized in vivo by the administration of fluorescent probes. **a** Experimental design of in vivo imaging: after 1 month of engraftment, graft-bearing mice were injected with fluorescent probes (CMFDA, pHrodo^TM^-LDL), and hepatocyte functionality was assessed by non-invasive in vivo imaging. **b** Expression levels of selected bile production genes in explant samples compared to in situ livers at 2-months post-tx. Results shown as TPM, error bars indicate mean ± SEM, *p < 0.05, **p < 0.01 by *t*-test in all genes, except for *Abcb11*, which was analyzed by Mann–Whitney test, *n* = 3 freshly isolated hepatocytes, 3 livers, 5 explants. **c** CMF-5 (green) fluorescent signal collected during in vivo imaging reveals an intricate bile canaliculi network within the ACE-liver spheroid. **d** Co-injection of CMFDA (green) with lectin to mark vessels (magenta) during in vivo imaging. **e** Time series of in vivo imaging in ACE-liver spheroids, showing the excretion of CMF-5 (green) by hepatocytes and its accumulation in bile canaliculi. **f** Expression levels of selected lipid metabolism genes in explant samples compared to in situ livers at 2-months post-tx. Results shown as TPM, error bars indicate mean ± SEM, *p < 0.05, **p < 0.01 by *t*-test in all genes, *n* = 3 freshly isolated hepatocytes, 3 livers, 5 explants. **g** pHrodo^TM^-LDL fluorescent signal (purple scale) collected during in vivo imaging showing accumulation of the probe within the cytoplasm of hepatocytes in ACE-liver spheroids (nuclei are marked by asterisks). **c**, **d**, **e**, **g** scale bars = 100 µm. Source data are provided as a Source Data file.

Another typical hepatic feature is the hepatocyte functional heterogeneity along the portal-central axis, referred to as zonation and characterized by gradients of gene expression^16^. 

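Of the zonation genes plotted in Fig. 3e, 0 of 4 differed between corrected explants and livers at p under 0.05, and 0 differed from the hepatocyte preparations. The pericentral gene *Cyp2e1* (ENSMUSG00000025479, chromosome 7, 140763739 to 140774975) was at 1971 ± 1306 TPM (SD, n = 5) in explants and 2506 ± 343 (SD, n = 3) in livers (log2 ratio −0.35, exact permutation p = 0.286, adjusted p = 0.348). Explant 4 was at 4277 TPM and the other explants at 1179 to 1728. Without explant 4 the log2 ratio was −0.84 (exact permutation p = 0.0286). At 1.22 counts per base per library in livers, *Cyp2e1* is among the genes close to the highest value found in any library. *Gulo* was at 706 ± 209 TPM in explants and 696 ± 93.4 in livers (log2 ratio 0.02, exact permutation p = 0.964), and *Hsd17b13* at 619 ± 127 and 604 ± 90.9 TPM (log2 ratio 0.03, exact permutation p = 0.946). With single samples left out, the log2 ratio of *Gulo* lay between −0.17 and 0.13 and that of *Hsd17b13* between −0.05 and 0.16. The periportal gene *Ass1* (ENSMUSG00000076441, chromosome 2, 31470207 to 31520672) was at 504 ± 167 TPM in explants and 588 ± 141 in livers (log2 ratio −0.22, exact permutation p = 0.464).

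*Cyp2f2* (ENSMUSG00000052974, chromosome 7, 27119909 to 27133660) was at 496 ± 419 TPM in corrected explants and 1213 ± 81.6 in livers. *Glul* (ENSMUSG00000026473, chromosome 1, 153899944 to 153909723) was at 121 ± 143 TPM in corrected explants and 396 ± 167 in livers. Because irises held 749 TPM of *Glul*, more than the 580 TPM of the explants before correction, its corrected level depends on the subtraction.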

Searching our transcriptome dataset, we found the expression of typical hepatocyte zonation marker genes in engrafted spheroids (Fig. 3e). To explore the zonation of engrafted spheroids, we used RNA fluorescence in situ hybridization (FISH). We selected *Hnf4a* and *Alb* as hepatocyte identity markers and two mutually exclusive zonation marker genes *Cyp2f2* (periportal Zone 1) and *Glul* (pericentral Zone 3)^17^. The hepatocytes in engrafted liver spheroids were found to represent all three liver zones (Fig. 3f).

In summary, using transcriptomic and imaging approaches, we found that engrafted liver spheroids retain hepatocyte signatures of mature cells and demonstrate architectural similarities to the native liver.

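Across the transcriptome, 20693 genes were compared between corrected explants and livers with limma on log2(TPM + 1), and 1130 were called higher in explants and 300 lower (3340 and 1351 at an unadjusted p under 0.05). The median over all genes was shifted by 0.38 on the log2 scale. Over the 10628 genes with a mean of at least 10 TPM, where the median was −0.05, 1038 were higher and 201 lower. Before the correction 7416 genes were higher and 1617 lower, at a median of 0.70. With explant 4 corrected by the formula of the methods, an alternative chosen after seeing the data, 2496 were higher and 656 lower. Without explant 4 the numbers were 2513 and 676, without liver 1 458 and 117, without liver 2 120 and 67, and without liver 3 119 and 64. Of the 1130 genes called higher, 960 (85.0%) had a higher mean in irises than in livers, against 67.2% of the 19263 genes not called. Of the 300 called lower, 96 were listed at 0 in every explant. The values did not overlap in 4997 genes (24.1%), where chance would give 3.57%.

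The largest increases among genes without overlap were those of *Stac* (ENSMUSG00000032502, chromosome 9, 111561437 to 111690348; log2 fold change 6.77, adjusted p = 0.00103) and *Gm43236*, which overlaps *Stac* and was at least 27.6-fold higher. They were followed by the short genes *Gm27483* (log2 fold change 6.76, adjusted p = 0.0281), *Gm23134* (at least 1.02-fold higher) and *Mir6381* (at least 4.16-fold). These lower bounds are from uncorrected counts. Before correction, irises held 132 TPM of *Stac*, 150 of *Gm43236* and 49.7 of *Mir6381*, and explants 182.5, 219 and 117. The corrected levels of these genes therefore depend on the subtraction. Irises held less of *Gm27483* (11.7 TPM, explants 158) and *Gm23134* (2.46 TPM, explants 28.9). Without liver 3 the adjusted p of *Gm27483* was 0.150 and that of *Mir6381* was 0.0918. The genes *TrnF*, *Tsc22d3*, *Dhrs1*, *Car14* and *TrnK* had the largest decreases. Before correction these 5 had higher means in irises than in explants, such as 661 and 419 TPM for *Car14*, and 4 of them reversed their direction against livers without the correction. *Dhrs1* and *TrnK* lost their call without any of the 3 livers (adjusted p of up to 0.0918 and 0.0802).

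Of the 22 gene lists that could be tested against livers with camera, 4 were higher in explants and 13 lower at an adjusted p under 0.05. The hepatocyte markers (median log2 fold change 0.27, adjusted p = 0.398), the complement and coagulation genes (0.14, adjusted p = 0.386), the acute phase genes (−0.28, adjusted p = 0.250), the endothelial markers (−0.02, adjusted p = 0.563) and the iris markers (0.99, adjusted p = 0.136) were not called. Without explant 4 the iris markers were called higher (median 2.26, adjusted p = 0.00947), and the endothelial markers had a median of 0.35. The lists of cell cycle genes (2.72, adjusted p = 3.0e-07), macrophages (2.26, adjusted p = 3.5e-05), extracellular matrix (2.17, adjusted p = 0.00181) and cholangiocytes (1.75, adjusted p = 0.0119) were higher. The lower lists were those of xenobiotic metabolism (−1.45, adjusted p = 3.0e-07), PPAR signaling (−0.65, adjusted p = 2.4e-06), lipid metabolism (−0.94), steroid hormones (−0.52), primary bile acids (−0.59), bile transport (−0.93), glucose and glycogen (−0.66) and cholesterol (−0.38). The pericentral (−0.82, adjusted p = 0.00179) and periportal genes (−0.89, adjusted p = 7.4e-05) were lower as well. Lower, too, were the markers of liver sinusoidal endothelial cells (−2.39, adjusted p = 7.4e-05), stellate cells (−1.86, adjusted p = 8.3e-05) and Kupffer cells (−1.46, adjusted p = 0.0375).

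**Figure D3:**
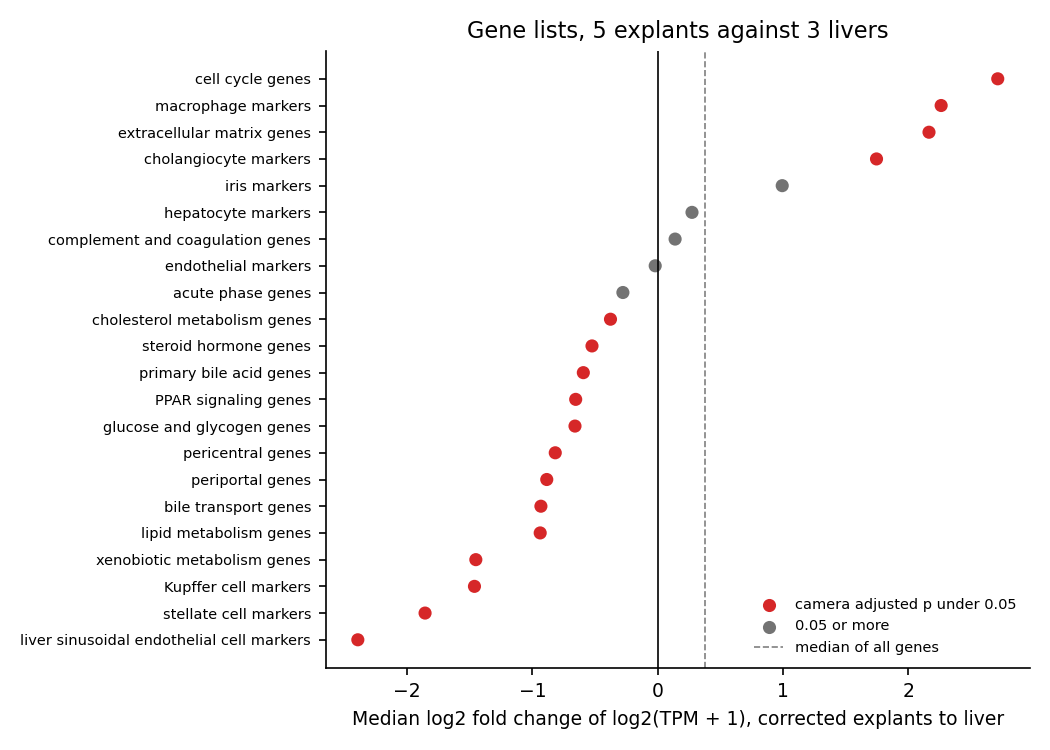
Median log2 fold change of 22 gene lists, corrected explants to livers, with lists at a camera adjusted p under 0.05 in red and the median of all genes as a dashed line. The 4 called lists above the line have medians of 1.75 to 2.72, and the 13 called lists below it −2.39 to −0.38.

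With fry, 14 of the 17 calls held, those of the Kupffer cell, periportal and cholesterol lists did not, and the complement and coagulation list was called higher (adjusted p = 0.0198). With an estimated inter-gene correlation 0 lists passed (7 at an unadjusted p under 0.05). The Kupffer cell list lost its call without explant 1, 4 or 5 or without liver 3 (adjusted p from 0.0692 to 0.114). From the enrichment over irises, the levels in explants against livers and hepatocytes and the staining, electron microscopy and in situ hybridization of Fig. 3c, d and f, the paper concludes that the engrafted spheroids keep signatures of mature hepatocytes and resemble the native liver in architecture.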

### Hepatocyte functions can be visualized in vivo

Engrafted liver spheroids in the ACE show signatures and phenotypic features of mature hepatocytes. However, in order to serve as a platform for liver research, the engrafted hepatocytes must also retain hepatic functions which can be visualized in vivo at cellular resolution. Thus, we explored key hepatocyte functions by live imaging in the ACE following the injection of fluorescent probes (Fig. 4a).

Bile metabolism has been extensively imaged and characterized both in vitro and by intravital imaging^18,19^. The expression of multiple genes involved in bile production and xenobiotic metabolism was evident from our RNA-seq data, suggesting the presence of this system in the engrafted spheroids (Fig. 4b). Thus, we performed an in vivo bile acid export assay using 5-chloromethylfluorescein diacetate (CMFDA) which is taken up, de-esterified, excreted by hepatocytes and accumulated in bile canaliculi (Fig. 4c–e and Supplementary Movie 2). 

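All 6 bile production genes of Fig. 4b were counted in each explant, and each had a lower mean in corrected explants than in livers, with log2 ratios down to −0.999 and up to −0.28. Of these, 2 differed from livers at p under 0.05 and 4 differed from the hepatocyte preparations, all 4 lower in explants. The bile acid synthesis gene *Cyp27a1* (ENSMUSG00000026170, chromosome 1, 74713574 to 74737892) was at 405 ± 70.8 TPM (SD, n = 5) in explants and 810 ± 138 (SD, n = 3) in livers (log2 ratio −0.999, exact permutation p = 0.0179, adjusted p = 0.0696). The canalicular transporter gene *Abcc2* (ENSMUSG00000025194, chromosome 19, 43782192 to 43840740) was at 94.5 ± 18.2 TPM in explants and 180 ± 29.1 in livers (log2 ratio −0.92, with the same p). The log2 ratio lay between −1.13 and −0.90 for *Cyp27a1* and between −1.04 and −0.81 for *Abcc2* when single samples were left out.

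*Hsd3b7* was at 170 ± 35.2 TPM in explants and 233 ± 13.8 in livers (log2 ratio −0.45, exact permutation p = 0.0536, adjusted p = 0.110). Explant 1 was at 109 TPM and the others at 173 to 198, and without explant 1 the log2 ratio was −0.33 (exact permutation p = 0.0286), as low a p as without explant 6 (log2 ratio −0.51). *Cyp8b1* was at 432 ± 218 and 849 ± 349 TPM (log2 ratio −0.97, exact permutation p = 0.161), *Baat* at 439 ± 86.6 and 533 ± 62.3 TPM (log2 ratio −0.28, exact permutation p = 0.196) and the bile salt export pump gene *Abcb11* at 179 ± 55.9 and 236 ± 50.0 TPM (log2 ratio −0.40, exact permutation p = 0.25). For these 3 genes the spread between samples covered the difference.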

By co-injecting lectin, we differentiated the vascular from the bile canaliculi network and observed a highly organized and polarized tissue architecture (Fig. 4d), which was maintained over 6-months post-tx (Supplementary Fig. 4a). Soon after tail vein injection, CMFDA is metabolized in hepatocytes to fluorescent CMF-5 and excreted by hepatocytes. This process was visualized in the interstitial bile canaliculi, revealing a fully competent canalicular network in engrafted spheroids (Fig. 4e).

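The lipid metabolism genes plotted in Fig. 4f were counted in each explant, and all 4 had lower means in corrected explants than in livers. *Srebf1* (ENSMUSG00000020538, chromosome 11, 60199089 to 60222581) was at 89.7 ± 27.1 TPM (SD, n = 5) in explants and 161 ± 17.0 (SD, n = 3) in livers (log2 ratio −0.84, exact permutation p = 0.0357, adjusted p = 0.0871), and its p was above 0.05 without explant 2, 4, 5 or 6 (0.0571) or without liver 2 (0.143) or 3 (0.0952). *Fasn* was at 119 ± 45.2 TPM in explants and 268 ± 135 in livers (log2 ratio −1.17, exact permutation p = 0.0536, adjusted p = 0.110), and reached p under 0.05 without explant 1 (0.0286) or liver 1 (0.0476). *Plin2* (log2 ratio −0.29, exact permutation p = 0.143) and *Fabp1* (log2 ratio −0.12, exact permutation p = 0.536) did not differ, and *Fabp1* had 1.18 counts per base per library in livers.

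The gene of the glucose transporter GLUT2, *Slc2a2* (ENSMUSG00000027690, chromosome 3, 28697903 to 28731359), was at 203 ± 17.7 TPM in explants and 322 ± 22.5 in livers (log2 ratio −0.66, exact permutation p = 0.0179, adjusted p = 0.0696). *Pck1* (ENSMUSG00000027513, chromosome 2, 173153048 to 173159273) was at 226 ± 271 TPM in explants and 1141 ± 484 in livers (log2 ratio −2.33, exact permutation p = 0.0536). Explant 2 was at 693 TPM and the others at 32.2 to 195, and without explant 2 the log2 ratio was −3.38 (exact permutation p = 0.0286). *Pygl* had a log2 ratio of −0.64 (exact permutation p = 0.0714, adjusted p = 0.127), and its p was 0.0476 without liver 1. *G6pc* was at 348 ± 190 and 560 ± 98.7 TPM (log2 ratio −0.68, exact permutation p = 0.161).

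**Figure D4:**
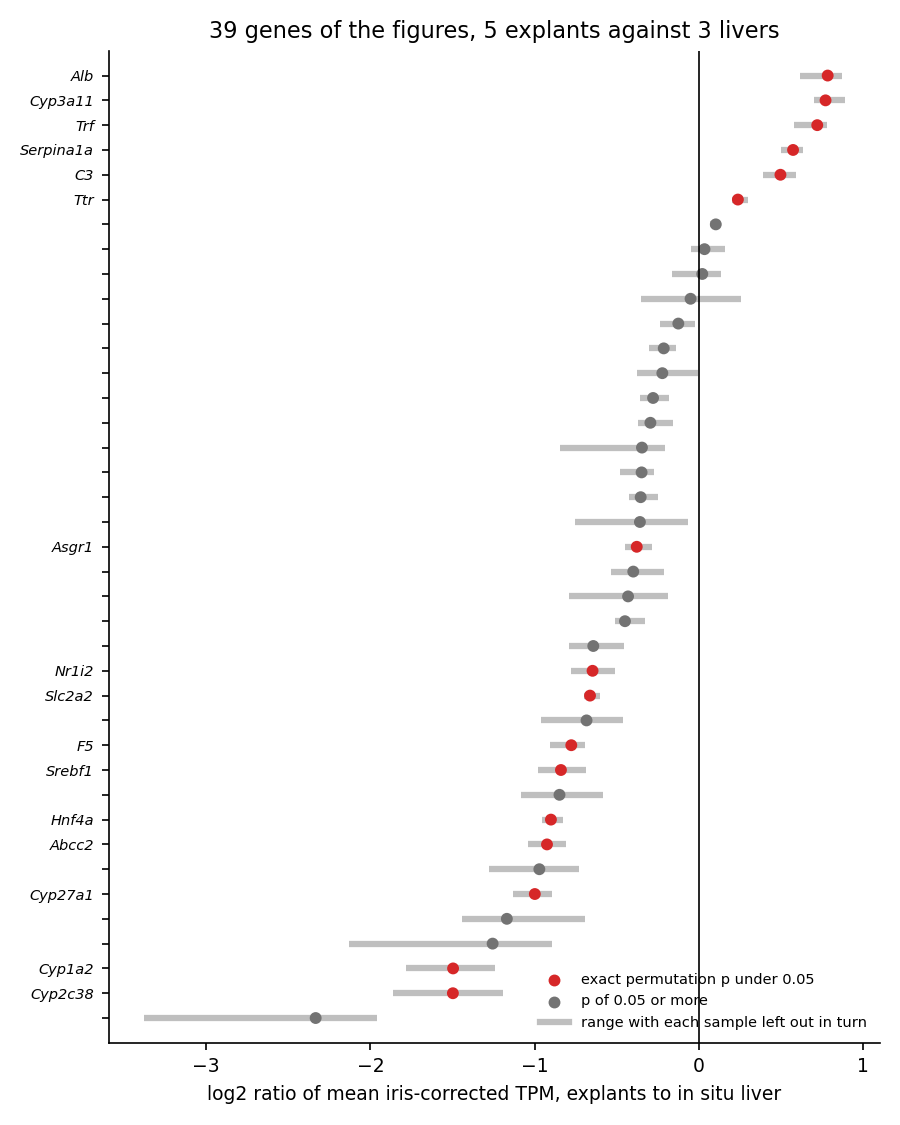
Log2 ratio of mean TPM, corrected explants to livers, of the 39 genes of Fig. 3b, Fig. 3e, Fig. 4b, Fig. 4f and Supplementary Fig. 4b–d, with the range over fits that leave out single samples as bars and genes at an exact permutation p under 0.05 in red and named. The ratios run from −2.33 for *Pck1* to 0.78 for *Alb*, and 16 of the genes are red.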

Other typical gene signatures for hepatocyte function, such as lipid metabolism (Fig. 4f), glucose and glycogen metabolism, complement and coagulation factors as well as xenobiotic metabolism (Supplementary Fig. 4b–d), were also found in explanted spheroids. The lipid pathway and in particular the lipoprotein uptake by hepatocytes was explored by using pHrodo™ Red-LDL, which fluoresces upon uptake and incorporation into acidic endosomes. After injection of pHrodo™ Red-LDL, we observed prominent accumulation in the cytoplasm of hepatocytes and no signal in the surrounding iris (Fig. 4g). Thus, the hepatocytes within the graft express membrane LDL receptors and are active in lipoprotein uptake.

In summary, by live imaging of administered fluorescent probes, we monitored different specific hepatocyte functions in vivo showing that the hepatocytes engrafted in the ACE perform functional tasks of the in situ liver.

### Fluorescent biosensors allow longitudinal in vivo imaging

Besides injecting fluorescent probes that reach the liver spheroids via the circulation, one can transplant liver spheroids after genetic modification in vitro to express fluorescent biosensors by, for example, viral vectors (Supplementary Fig. 5a). We transduced cells during spheroid formation with adeno-associated virus (AAV8, AAV9) encoding GFP and longitudinally monitored their permanence post-tx for up to 4-months (Supplementary Fig. 5b, c). Similarly, liver spheroids originating from transgenic mouse models with endogenous expression of fluorescent biosensors can be used to address specific research questions. Here, as proof-of-principle, we extracted primary hepatocytes and generated spheroids from B6.Cg-Tg(Fucci)504/596Bsi (FUCCI) transgenic mice (Fig. 5a, b), which allow monitoring of cell cycle progression by color-coding cells in G0/G1 phases (red) and S/G2/M phases (green)^20^. After validation by inducing proliferation of the mouse liver spheroids in vitro (Supplementary Fig. 5d), FUCCI-expressing liver spheroids were transplanted into the ACE and imaged longitudinally in vivo (Fig. 5c, d). At 2-days post-tx, in vivo imaging showed a boost in cell cycle activity similar to what is observed in the regenerating liver^21^, in comparison to the absence of cell cycle activity seen during in vitro culture (Fig. 5c, d and Supplementary Fig. 5d). At 1-week post-tx, liver spheroids returned to lower levels of cell cycle activity and maintained this low but constant DNA replication throughout the following weeks. During this time, we were able to visualize distinct stages of the cell cycle in transplanted liver spheroids at single-cell resolution (Fig. 5c, e). Additionally, ex vivo immunofluorescence staining for the proliferation marker Ki67 showed evidence of cell cycle activity in hepatocytes, corroborating the in vivo observations (Fig. 5f).

**Fig. 5:**
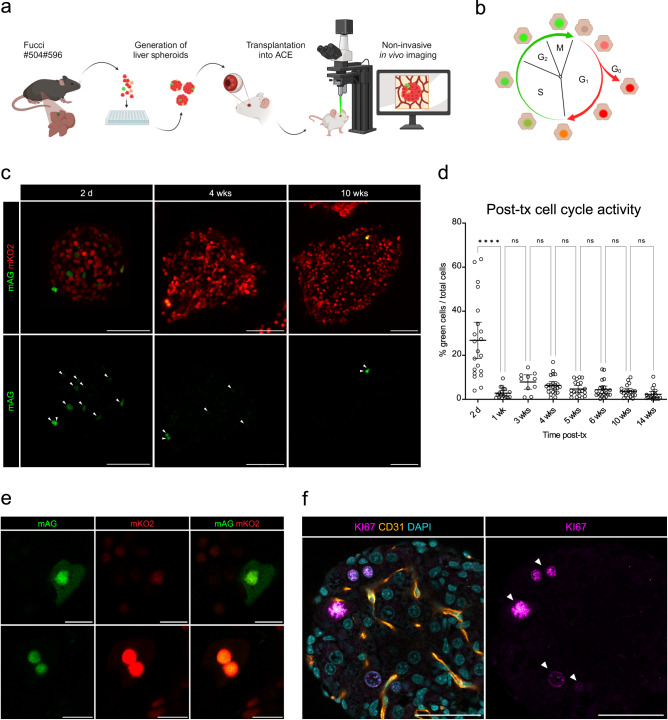
Engrafted spheroids expressing fluorescent biosensors allow longitudinal in vivo imaging. **a** Diagram of experimental design: liver spheroids were generated from primary liver cells (enriched for hepatocytes) from FUCCI reporter mice and transplanted into the ACE for longitudinal in vivo imaging. **b** Scheme of the FUCCI biosensor which reports on cell cycle progression by color-coding cells in G0/G1 phases (red) and S/G2/M phases (green). **c** In vivo longitudinal imaging of different FUCCI-spheroids at different time-points post-tx, showing cells in different stages of the cell cycle (S/G2/M cells in green and G1/G0 cells in red). White arrowheads indicate green cells. Scale bar = 200 µm. **d** Quantification of the percentage of S/G2/M cells in ACE-FUCCI-liver spheroids post-tx. Results are shown as mean with 95% CI. ****p < 0.0001 by Kruskal–Wallis test, *n* = 10-23 spheroids in 3 recipient mice. **e** In vivo imaging captures different cell cycle stages of the FUCCI hepatocytes in the ACE at single-cell resolution: cell in G2/M phase (top) and cell in transition between G1 and S phase (bottom). Scale bar = 20 µm. **f** Immunofluorescence staining of whole-mount ACE-liver spheroid and surrounding iris tissue, showing Ki67-positive hepatocytes (magenta) and vessels (CD31, orange) at 2-months post-tx. Single plane image, scale bar = 50 µm. Source data are provided as a Source Data file.

In summary, we showcase the longitudinal in vivo imaging of liver spheroids in the eye, either originated from transgenic reporter mice or in vitro genetically modified liver cells to express fluorescent proteins.

### ACE-spheroids report on diet-induced lipid accumulation

To evaluate the potential of this platform in acting as a reporter of in situ liver functions, we tested whether the ACE-liver spheroids would respond to diet-induced hepatic lipid accumulation in a similar way as in situ hepatocytes of the recipient mice. Feeding mice a high-fat-high-fructose diet (HFHFrD) causes obesity, insulin resistance, and liver lipid accumulation^22,23^. Mice with intraocular liver spheroids were fed an HFHFrD for 12 weeks to compare lipid accumulation in ACE-liver spheroids and in situ liver (Fig. 6a, b). Ex vivo immunostaining using Nile Red showed that ACE-liver spheroids of HFHFrD-fed recipient animals accumulate lipid droplets within hepatocytes in similar amounts and size, as hepatocytes in the endogenous liver (Fig. 6c–e). We further confirmed the formation of lipid droplets in engrafted hepatocytes by TEM (Fig. 6f). Most importantly, by injecting a recently developed fluorescent lipid dye, namely SF44^24^, we visualized the accumulation of lipid droplets at subcellular resolution in vivo (Fig. 6g, h).

**Fig. 6:**
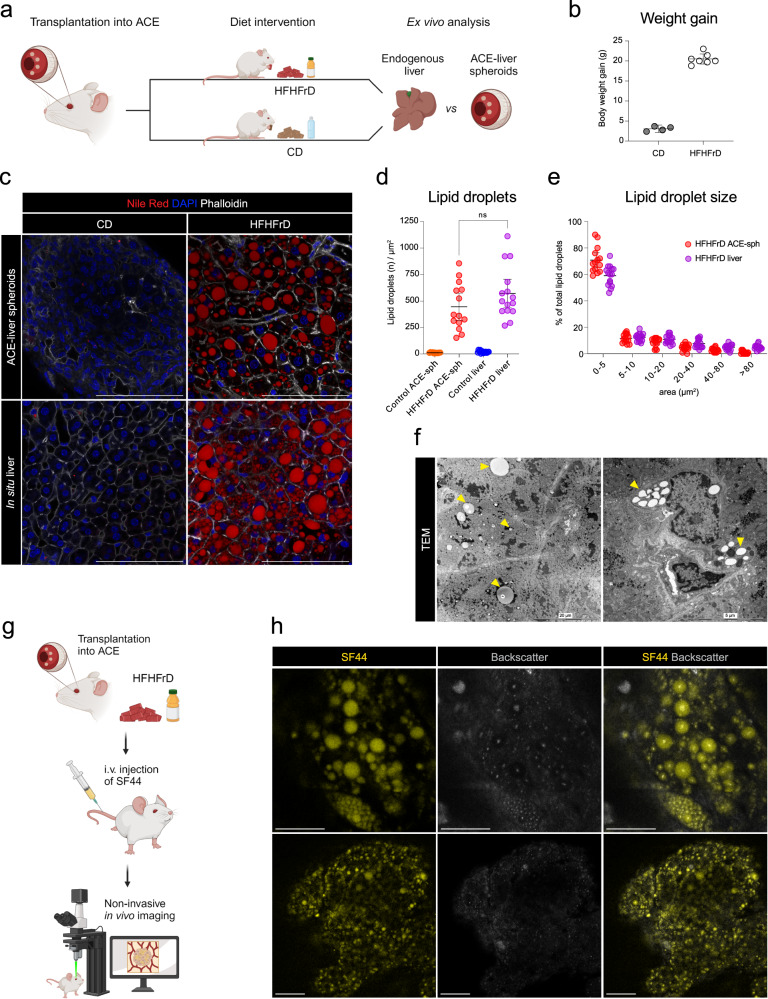
ACE-liver spheroids report on the endogenous diet-induced lipid accumulation of in situ liver. **a** Diagram of experimental design: graft-bearing mice were fed a high-fat-high-fructose (HFHFrD) or control (CD) diet for 12 weeks and quantification of lipid droplets was performed ex vivo on ACE-liver spheroids and in situ liver samples. **b** Body weight gain in recipient mice at 12 weeks of HFHFrD or CD intervention, error bars indicate mean ± SD, *n* = 4–7 mice per group. **c** Immunofluorescence staining of whole-mount ACE-liver spheroids and in situ liver, showing lipid droplets (Nile Red, red) within hepatocytes, delineated by F-actin (Phalloidin, white). Single plane images, scale bar = 100 µm. **d** Amount of lipid droplets per image plain in ACE-liver spheroids and in situ liver samples of HFHFrD and CD-fed recipient mice. Results shown as mean with 95% CI by One-way ANOVA test, *n* = 11–15 planes per spheroid, 3 spheroids/livers in 3 recipient mice. **e** Lipid droplet size distribution per image plane comparison between HFHFrD-fed ACE-liver spheroids and in situ liver. Results are shown as mean with 95% CI, *n* = 14–15 planes per spheroid, 3 spheroids/livers in 3 recipient mice. **f** TEM images showing lipid droplets (yellow arrowheads) within hepatocytes (left) and other intra-spheroid cell types (right). **g** Diagram of experimental design: transplanted mice were fed an HFHFrD or CD for 12 weeks and lipid droplets were visualized by i.v. injection of SF44 (fluorescent lipid dye) during in vivo imaging. **h** In vivo imaging of lipid droplets (SF44, yellow) and backscatter signal (white) within engrafted liver spheroids. Single plane images, scale bar = 50 µm. Source data are provided as a Source Data file.

In summary, we showed the potential of using ACE-liver spheroids as reporters of endogenous liver function. Here, engrafted liver spheroids sensed metabolic changes in the recipient body caused by HFHFrD, mirroring endogenous hepatosteatosis.

## Discussion

Research focused on understanding organ biology in health and disease to a major extent relies on the visualization of cellular processes. Within liver research, non-invasive longitudinal in vivo imaging with cellular resolution is currently lacking. In vitro studies using 3D spheroids assembled from primary hepatocytes have facilitated important discoveries over the past years. Although in vitro culture allows scalable research, this system lacks physiological stimuli and cultured spheroids have a limited lifetime of around 1 month^25^. Real-time and in situ imagery in living animals has been achieved with invasive and terminal procedures (intravital imaging)^26^ or through abdominal windows, which entails complex surgery and after-care^27^. Here, we describe a strategy to overcome this bottleneck by transplanting liver spheroids into the anterior chamber of the mouse eye (ACE), allowing longitudinal, non-invasive monitoring of liver-like functions at cellular resolution. Our laboratory pioneered the ACE-imaging approach using pancreatic islets, which is currently exploited for diabetes research^11,12^. However, liver tissue has not been successfully transplanted for in vivo imaging so far, even though the first attempt of transplanting it into the ACE was tested already in the 1930s^28^. Here, we showcase the many possibilities this platform opens up for liver research, in academia as well as in pharma-biotech fields.

Following transplantation into the ACE, we show that liver spheroids become vascularized and innervated, thus providing access to the complex composition of blood and nervous input. Moreover, despite the presence of both sympathetic and parasympathetic innervation in the surrounding iris, we found that ACE-liver spheroids become innervated with only sympathetic nerves, resembling the endogenous liver^29,30^. These findings suggest that parenchymal cells within the liver spheroid grafts dictate the features of vessel and nerve inputs, which determine their correct functioning.

One pivotal feature for this platform to study hepatocyte functions in the ACE is the proof that they retain signatures of the in situ liver. We studied this by (1) analyzing the transcriptome of the engrafted spheroids and comparing it with that of the endogenous liver, (2) ex vivo imaging techniques, and, most importantly, (3) testing specialized hepatocyte functions in vivo. We were able to apply imaging fluorescent probes available on the market and show vascularization, blood flow, bile acid transport, LDL uptake, and lipid droplet accumulation. Interestingly, the timeframe and dynamics of bile acid export were similar to that of the in situ liver^31,32^. Importantly, what we have shown here could be replicated with any other injectable fluorescent probe to report on specific liver-related research questions. Similarly, we showed that cells equipped with fluorescent biosensors within the transplanted spheroids allow longitudinal monitoring of the reporter of interest. As proof-of-concept, we used the cell cycle indicator FUCCI, which can be used in future studies as a tool to study liver regeneration dynamics. Fluorescent probes or biosensors will also enable studies in disease models, where they can act as reporters of in situ liver functions. Lipid accumulation is a feature of metabolic-associated steatotic liver disease (MASLD), including metabolic dysfunction-associated steatohepatitis (MASH), the prevalence of which is exponentially increasing especially in Western countries^33^. After diet intervention to induce liver steatosis, we show that engrafted liver spheroids accumulate lipids mirroring the in situ liver, suggesting that this platform can be used to monitor disease development. These ACE-imaging studies can be complemented by additional physiological parameters obtained longitudinally from the same animals such as insulin and glucose tolerance, omics on serum as well as aqueous humor samples.

In this work, we have focused on the transplantation of mouse liver spheroids into recipient animals. However, we also demonstrate the possibility of engraftment of human liver spheroids in the ACE of immunodeficient mice, given that humanized mouse models are highly valuable research and screening tools. Of note, when transplanting liver spheroids made of purified primary human hepatocytes (PHH), these spheroids failed to engraft and become vascularized in the mouse eye. We attribute this to the purchased PHH being highly purified and therefore lacking supporting cell types, such as endothelial cells or Kupffer cells, both of which are known to secrete pro-angiogenic factors and growth factors, which promote vascularization^34,35^. Additionally, there could be species-specific endocrine signals that are hindered by the transplantation of human tissue into mouse recipients. Therefore, we show that the addition of primary human LSECs facilitates the vascularization of the graft, a strategy that has been used by others. In a study by Takebe et al., iPSC-derived hepatocytes were cultured with supportive mesenchymal and endothelial cells to form 3D-liver buds, which were then transplanted onto the mouse dura mater where they successfully engrafted and became vascularized^36^.

The current state-of-the-art method to achieve a humanized liver model is through the injection of human hepatocytes via the portal vein to form a chimeric liver^37^. Our technological advance would not allow the replacement or functional substitution of the endogenous liver, but it is highly appealing as a monitoring platform or drug validation tool. We foresee that the ACE-imaging platform can pose as a platform for pre-clinical testing of human therapeutics, with the advantages of being a much simpler and attainable approach compared to current model systems such as humanized liver model^38^ or installation of abdominal body windows in mice^27^. We think this platform would be highly applicable in combination with other high-throughput techniques. For example, as a platform for in vivo validation of compounds previously tested in in vitro 3D-liver models, which cannot replicate the in vivo milieu. Probes/biosensors reporting on hepatotoxicity of ACE liver spheroids will be a unique tool for studying drug efficacy and safety in vivo. This platform will also have the potential for a precision medicine approach, by transplantation of patient-derived liver spheroids or stem cell-derived liver organoids^39^ to test their specific reactions to drugs or other therapies.

The ACE-liver spheroid imaging platform has its limitations and engrafted liver spheroids as reporters of the liver in situ should be accurately studied and validated depending on the research aim and readout. ACE-liver spheroids lack portal vein input and the complex hepatic lobule architecture, among others, and thus should not be considered to represent bona fide liver. However, bearing in mind these considerations, hepatocyte functions are retained in the spheroids, making this platform an invaluable tool for answering specific biological questions.

In conclusion, we have established and characterized a platform for in vivo imaging of mouse liver spheroids, in which the graft can be imaged non-invasively and repeatedly at different time-points (longitudinally) in the same animal at single-cell resolution. The liver spheroids preserve liver-like features and retain hepatic differentiation and functionality. By different proof-of-concept experiments, we have shown the monitoring capabilities of this platform in different areas of liver research, such as metabolic disease and liver regeneration. We believe this platform will be of great value in both basic research and translational studies, within the limitations dictated by the latest international directives on the use of animal models.

## Methods

### Ethical authorization and justification

All animal experiments were performed in accordance with the Animal Experiment Ethics Committee at Karolinska Institutet. This work falls under the broader ethical permission approved by Jordbruksverket: “Studies on the function of hormone-releasing and hormone-stimulated cells and related cells/tissues in normal and diabetic animal models and in transplanted tissues and cells” (n. 6362-2023, previous 16454-2022, 17431-2021, 8822-2020). The utilization of our in vivo imaging platform directly addresses two of the 3R principles “Reduction” and “Refinement” in compliance with the European Directive 2010/63/EU.

### Animal welfare, husbandry, behavior and sacrifice

Experiments were conducted on both male and female adult mice (≥3 months old) housed in groups of 2–6 animals at 22 °C and 40–55% humidity, on a 12/12-h dark/light cycle with ad libitum access to normal chow diet (R70, Lantmännen, Stockholm, Sweden) and water, unless otherwise stated. The following mouse strains were used: B6(Cg)-Tyrc-2J/J mice (Albino B6/J mice) and NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice were purchased from the Jackson Laboratory and bred in-house; B6.Cg-Tg(Fucci)504Bsi Tg(Fucci)596Bsi (FUCCI) mice were provided by the Bergmann group (Karolinska Institutet, Stockholm, Sweden). After transplantation of the liver spheroids in the ACE, the animals recover quickly from the surgical intervention, with no need for post-operative care, and the transplantation does not affect their behavior. We considered normal behavior to be aspects such as no increased fighting between males, normal feeding and growth, normal levels of activity, and nest-making. We have monitored weight gain/loss and non-fasting blood glucose levels in transplanted and non-transplanted animals, as an indirect measure of sustained stress and metabolic alterations. We found that neither weight nor blood glucose levels significantly differed between the two groups over a period of 1-month post-transplantation (Supplementary Fig. 6). Additionally, we performed in vivo imaging at 3-weeks post-transplantation in recipient animals, which did not have a negative effect on their health. Moreover, transplanted animals have been maintained for over 1 year, with no apparent effect on their health or longevity. The mice always remained group-housed, with no need for isolation neither before nor after surgery nor in vivo imaging. The sacrifice of the animals was carried out by cervical dislocation at the end of the experiment and no health deterioration of the animal was linked to the transplantation surgery or in vivo imaging sessions.

### Diet intervention

For high-fat high-fructose diet (HFHFrD) intervention, male mice were fed ad libitum with a high-fat diet (60% kcal from fat, TD.06414, Envigo, Indianapolis, US) and 32% w/v of Fructose-D (Sigma-Aldrich, Massachusetts, US) in tap water.

### Isolation of mouse primary liver cells and generation of mouse liver spheroids

Mouse primary liver cells enriched in hepatocytes were isolated from mouse liver following a two-step collagenase perfusion protocol. Briefly, the liver was cannulated using a 27-G needle through the inferior vena cava and perfused using a peristaltic pump and liquids heated in a 42 °C water bath. Approximately 20 ml of perfusion buffer (HBSS w/o Ca^2+^/Mg^2+^, HEPES 25 mM, EDTA 0.5 mM) was perfused at a rate of 2.5 ml/min and the portal vein was immediately severed to allow the passage of solutions through the organ. Once the liver was drained and cleared of blood, approximately 12 ml of digestion buffer (25 μg/ml Liberase™ TM Research Grade (Sigma-Aldrich) in William’s E (Gibco, Thermo Fisher, Massachusetts, US) supplemented with 1x Penicillin-Streptomycin (Gibco)) was perfused at 2.5 ml/min and the tissue was checked for signs of digestion. The digested liver was transferred to a 10 cm petri dish containing 10 ml of cold mouse plating medium (William’s E, 5% FBS, Insulin-Transferrin-Selenium (Gibco) 1x, Dexamethasone 1 μM, l-Glutamine 1%, Penicillin-Streptomycin 1%), the gall bladder was discarded and the liver cells were released from the connective tissue using a cell lifter. The cell slurry was strained through a 70 µm filter into a 50 ml Falcon tube and spun at 50 x *g* for 5 min. The supernatant was removed and the cells were resuspended in 10 ml of cold plating medium. A mixture of 9 ml of Percoll (Invitrogen, Thermo Fisher, Massachusetts, US) and 1 ml of 10x PBS was added to the cell suspension and the tube was inverted 10 times. The cells were spun at 200 x *g* for 10 min to form a gradient. The hepatocyte-enriched phase formed a pellet, while dead hepatocytes and non-parenchymal cells floated in the gradient. The live hepatocyte fraction was resuspended in 20 ml of cold plating media and spun at 50 x *g* for 5 min. The cells were tested for viability and counted manually using Trypan blue. The hepatocytes were seeded in plating medium at 1200 cells/well into 96-well ultra-low adherence plates (Nunclon™ Sphera™ 96-Well, U-Shaped-Bottom Microplate, Thermo Fisher) and the plates were spun at 200 x *g* for 3 min. The cells were left to form spheroids for 5 days, at which stage 50% of the medium was replaced with serum-free mouse maintenance medium (William’s E, Insulin-Transferrin-Selenium (Gibco) 1x, Dexamethasone 100 nM, l-Glutamine 1%, Penicillin-Streptomycin 1%). This step was repeated every 48 h up to day 10.

### Size measurement of liver spheroids

Liver spheroids both in vitro and in vivo were measured by calculating the average of vertical and horizontal diameters. In vitro, spheroids were imaged in 96-well plates using brightfield microscopy and in vivo, spheroids were imaged using light backscatter (exciting and detecting light at 633 nm) to differentiate the spheroid mass from the iris.

### Generation of human liver spheroids

Cryopreserved purified primary human hepatocytes (PHH) and liver sinusoidal endothelial cells (LSECs) were obtained from suppliers BioIVT (New York, US) and Lonza (Basel, Switzerland), respectively (Supplementary Table 1). Ethical approval was therefore not necessary for the generation of human liver spheroids. PHHs and LSECs were mixed and seeded at a 2:1 ratio into BIOFLOAT™ ultra-low adherence 96-well plates (FaCellitate, Mannheim, Germany) in human plating medium (William’s E (Gibco), 10% FBS, Dexamethasone 100 nM, Penicillin 1%, l-Glutamine 2 mM, Insulin (Gibco) 10 µg/ml, Transferrin (Gibco) 5.5 µg/ml, and Sodium Selenite (Gibco) 6.7 ng/ml). The plates were spun at 200 x *g* for 3 min. The spheroids were allowed to aggregate and after 5 days, 50% of the plating medium was replaced with fresh media every 48 h, up to day 10.

### Transplantation of liver spheroids into the anterior chamber of the eye (ACE)

Liver spheroids were transplanted at day 10 of formation into the ACE of recipient mice. The mice were anaesthetized using isoflurane (Baxter, Illinois, US) delivered by the Univentor 400 anesthesia unit (Univentor, Zejtun, Malta), and the eye was positioned and secured for surgery using a custom-built stereotaxic head holder (Fig. 1c). Under a stereo microscope (M80, Leica, Wetzlar, Germany), the cornea was punctured at one side of the pupil with a 23-G needle. The liver spheroids were aspirated in their culture medium into a custom-made blunt glass cannula connected to a 0.5 ml Hamilton syringe (Hamilton Company, Nevada, US) via 0.4-mm polythene tubing. The cannula was inserted into the puncture hole and the liver spheroids were released into the ACE, where they settled onto the iris. Both eyes were transplanted with 5–10 spheroids per eye. The operated eyes were doused in Oculentum simplex (APL, Stockholm, Sweden) eye ointment to help with corneal abrasion and inflammation. Post-operative analgesic Temgesic (2 μl/g mouse at 0.05 mg/ml in sterile saline, Indivior, Virginia, US) was administered by subcutaneous injection approximately 5 min before awakening. The mice were placed on a heating pad until fully recovered from the anesthesia and showed no post-operative signs of pain or irritation in the operated eyes.

### In vitro viral transduction of mouse liver spheroids

Mouse primary liver cells enriched in hepatocytes were seeded in plating medium containing 1 µl/ml of adeno-associated virus (AAV), namely AAV8-CAG-GFP or AAV9-CAG-GFP (Charles River, Massachusetts, US). The cells were left to aggregate for 5 days, at which stage 50% of the medium was replaced with serum-free mouse maintenance media. This step was repeated every 48 h up to day 10.

### In vitro cell viability assay

Live mouse liver spheroids were incubated with Live-or-Dye NucFix™ Red (Biotium, California, US) for 30 min at RT, washed in PBS and then fixed in neutral buffered formalin (NBF, Sigma-Aldrich) 10% for 1 h at RT. The spheroids were stained for DAPI and mounted into iSpacer wells (Double Sided Sticky, 0.25 mm, SUNJin Lab, Hsinchu City, Taiwan) on microscope glass slides in tissue-clearing solution RapiClear 1.47 (SUNJin Lab). The spheroids were imaged as *Z*-stacks of 4 µm step-size, with excitation 520 and emission 540-600 nm. Red (dead) cells throughout the *Z*-stack were counted manually.

### Microscopy set up for intraocular in vivo imaging of liver spheroid grafts

Mice were anaesthetized with isoflurane and placed on a heating pad. A custom-built stereotaxic head holder allowed positioning and fixture of the mouse eye toward the objective (Fig. 1c). For imaging, an upright laser scanning confocal microscope (TCS SP5 II, Leica) equipped with a long-distance water-dipping objective (HCX IRAPO L 25x/0.95W, Leica) was used. Viscotears (Novartis, Basel, Switzerland) were used as the immersion liquid between the eye and the objective. At the end of the imaging sessions, the imaged eyes were treated with Oculentum simplex eye ointment to lubricate the cornea and help cure any possible abrasions or inflammation resulting from the eye manipulation. We detailed the microscopy imaging settings used for the different fluorescent probes and reporter proteins in Supplementary Table 2. Following these specifications, the grafts can be imaged safely, over multiple imaging sessions, with no photodamage to the cells.

### In vivo imaging

#### Vessels

For visualization of blood vessels in the ACE, Lycopersicon Esculentum Lectin conjugated to DyLight-649 (excitation 633 and emission 650–700 nm, Invitrogen) or FITC (excitation 488 and emission 510–540 nm, Sigma-Aldrich) was administered via intravenous tail vein injection (100 µl/mouse at 1 mg/ml). The structure of the iris and spheroids was imaged using light backscatter, by exciting and detecting light at 561 nm. The liver spheroids were imaged as *Z*-stacks of 4 µm step-size.

#### RBC labeling

For in vivo imaging of labeled erythrocytes, 100 µl of mouse blood was mixed with 200 µl of blood plasma buffer (BPB) (NaCl 128 mM, D-Glucose 15 mM, HEPES 10 mM, NaHCO_3_ 4.2 mM, KCl 3 mM, MgCl_2_ 2 mM, KH_2_PO_4_ 1 mM in ddH_2_O, pH 7.4) and centrifuged at 250 xg for 5 min. The supernatant was discarded and the red blood cell (RBC) pellet was resuspended in 400 µl of BPB. A mixture of 400 µl of Diluent C (Sigma-Aldrich) and 10 µl of DiD dye (Invitrogen) was added to the resuspended RBCs. The cells were incubated at 37 °C for 10 min and periodically mixed. Thereafter, 200 µl of mouse serum (Invitrogen) was added and cells were incubated for an additional 1 min at 37 °C. The cells were then centrifuged at 250 x *g* for 5 min and washed twice by resuspending in 1 ml of BPB containing 10% mouse serum. After the final wash, the unbound dye was removed and the labeled RBCs were resuspended in 300 µl of BPB. Prior to in vivo imaging, 100 µl/mouse of labeled RBCs were injected via the tail vein, together with 100 µl/mouse of FITC-conjugated Lectin. The circulating RBCs were imaged with excitation at 633 and emission at 650–700 nm.

#### Bile canaliculi

To visualize the bile canaliculi network in engrafted liver spheroids, Green CMFDA (reconstituted in DMSO, Abcam, Cambridge, UK) 100 µg/mouse in PBS 10% FBS, was administered via intravenous tail vein injection. In vivo recordings were made prior to injection and at specified time intervals thereafter. CMF-5 signal was recorded in single planes with excitation 488 and emission 510–540 nm.

#### LDL uptake

To observe the uptake of LDL by engrafted liver spheroids, pHrodo™ Red-LDL (100 µl/mouse at 1 mg/ml, Invitrogen) was injected in the tail vein. In vivo imaging was performed prior to injection and after 1 h, to allow accumulation of the labeled LDL within cells. PHrodo™ Red-LDL signal was detectable with excitation 561 and emission 570-620 nm. The structure of the iris and spheroids was imaged using light backscatter, by exciting and detecting light at 633 nm.

#### FUCCI cell cycle indicator

Liver spheroids were generated from FUCCI mouse primary liver cells enriched in hepatocytes and transplanted into the ACE. The liver spheroids were imaged in vivo at 2 days, 1, 3, 6, 10, and 14 weeks post-transplantation. The two fluorophores were imaged in vivo simultaneously using the 488 nm laser to excite both proteins and detect mAG at emission 490–530 nm and mKO2 at emission 560-580 nm. For in vitro proliferation experiments, FUCCI-liver spheroids were treated in vitro with YAC cocktail^40^ (10 µM ROCK inhibitor Y-27632, 5 µM TGFB inhibitor A-8301, 3 µM GSK3 inhibitor CHIR99021, 10 ng/ml recombinant EGF, 40 ng/ml recombinant HGF in mouse maintenance media) for 72 h to induce proliferation.

#### Lipid droplets

Seoul Fluor 44 (SF44, SPARK Biopharma, Seoul, Korea) powder was reconstituted in DMSO and further diluted to a solution of 5.8 mM in PBS 10% FBS which was administered by tail vein injection (100 µl/mouse). Lipid droplets were imaged approximately 30 min post-injection and SF44 was detected with excitation 488 and emission 580–700 nm.

### Immunofluorescence staining

Whole eyes were fixed in 10% NBF for 3 h at RT, followed by two washes with 1x PBS. The eyes were manually dissected to obtain the engrafted liver spheroids, embedded in the surrounding iris tissue. Briefly, the eyeball was divided by cutting along the ciliary body to separate the ACE from the posterior and vitreous chambers. The lens was removed from behind the iris and the remaining cornea and iris were cut into two semicircles. Gently, the iris was released from its connection with the remaining ciliary body and the cornea. The explants, i.e. the engrafted liver spheroids and supporting iris tissue, were incubated in blocking and permeabilization solution (2% Triton X-100, 1x PowerBlock (Biogenex, California, US) and 10% FBS in 1x PBS) overnight at 4 °C. Both primary and secondary antibody incubations were performed in 1% Triton X-100, 1x PowerBlock, and 10% FBS in 1x PBS. Primary antibody incubation was carried out overnight at 4 °C. The primary antibodies and dilutions used are reported in Supplementary Table 3. Alexa Fluor-conjugated secondary antibodies Phalloidin-647 (Thermo Fisher, 1:200), and Nile Red (Thermo Fisher at 1 µl/ml) were incubated for 2 h at RT together with DAPI (Abcam at 1 µl/ml). Finally, the explants were mounted into iSpacer wells on microscope glass slides in tissue-clearing solution (RapiClear 1.47) and imaged on a confocal laser scanning confocal microscope (TCS SP8, Leica).

### Bulk RNA-sequencing

Eyes from transplanted animals were taken at 2 months post-tx and were manually dissected in cold PBS to obtain the explants, formed of engrafted liver spheroids and surrounding iris tissue. The explant samples were processed for bulk RNA-seq, performed by the Single-Cell Core Facility for the Flemingsberg campus (SICOF, Stockholm, Sweden). Differential gene expression analyses between liver spheroid explants and naïve iris were carried out using the Limma package^41^ (Bioconductor). The expression levels of candidate genes in liver spheroid explants were calculated using CIBERSORT^13^, which estimates cell compositions in mixed tissues based on gene expression profiles of individual compartments. 

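CIBERSORT describes a mixed sample as a weighted sum of reference profiles and finds the weights by nu-support vector regression. Here it gives the iris fraction, which the formula of the methods multiplies by the mean TPM of the naïve irises before subtracting the product from the TPM of the explant and dividing by the remaining fraction. The deposited table after correction holds 20702 genes, all with a mean of at least 1.00 TPM over its 13 columns, and negative results are set to 0. In explants 1, 2, 5 and 6, 100% of the genes equal this formula. In explant 4, 16.3% equal it, and 100% equal an expression in which the fraction is subtracted from the mean iris TPM in place of being multiplied by it. No fraction from 0.5 to 0.95 put into the formula gave the deposited value of explant 4 for more than 0.0299% of the genes above 0.

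The corrected column of explant 4 sums to 620636 TPM and those of the other explants to 1026998 to 1093197, and by the formula explant 4 would sum to 1121274. It holds 7323 genes at 0 (4919 by the formula), against 3623 to 4255 in the others. The 120 genes without any count in explants or irises hold 4.26 TPM in the column of explant 4 and 0 in the others. All 264 values plotted in the paper that could be compared, from 24 genes, equal the deposited table, explant 4 included. With explant 4 corrected by the formula, an alternative chosen after seeing the data, 15 of the 39 figure genes had an exact permutation p under 0.05 against livers and 14 against hepatocyte preparations.

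**Figure D5:**
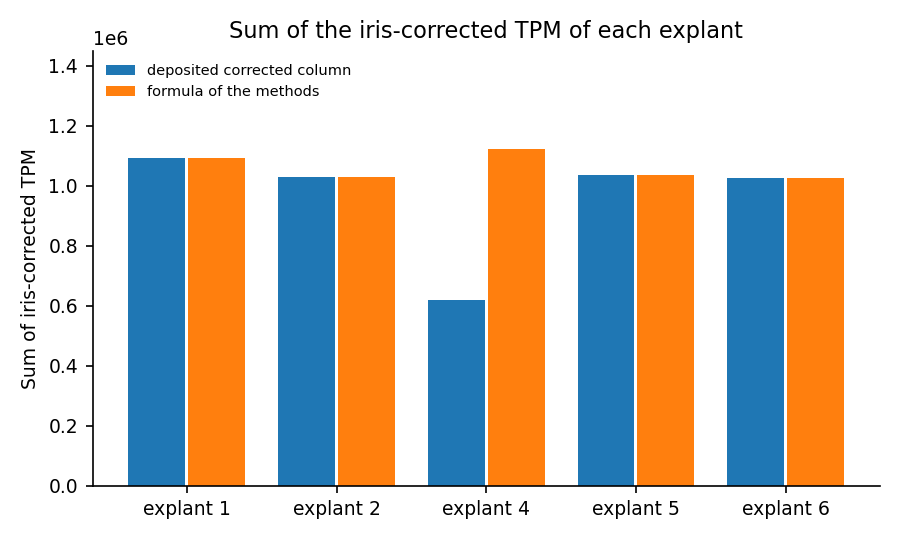
Sum of the corrected TPM of each explant as deposited and by the formula of the methods. The 2 bars are equal in explants 1, 2, 5 and 6, and in explant 4 they are 620636 and 1121274.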

In brief, transcript levels in naïve iris samples were subtracted from normalized counts (transcripts per million (TPM)) of liver spheroid explant samples, applying the following formula, where *F*_i_ is the fraction of iris tissue in the explant sample as calculated by CIBERSORT, based on iris and liver transcriptomic signatures:

$${{{{{\rm{Explant}}}}}}\; {{{{{\rm{normalized}}}}}}\; {{{{{\rm{TPM}}}}}}=\frac{{{{{{\rm{TPM}}}}}}_{ {{{{{\rm{raw}}}}}}\; {{{{{\rm{explant}}}}}}} - (\overline{{{{{{\rm{TPM}}}}}}_{{{{{{\rm{iris}}}}}}-{{{{{\rm{only}}}}}}}} * {{{{{\rm{F}}}}}}_{{{{{{\rm{i}}}}}}})} {1-{{{{{\rm{F}}}}}}_{{{{{{\rm{i}}}}}}}}$$

### Transmission electron microscopy (TEM)

Whole eyes were dissected in cold PBS to obtain the engrafted liver spheroids and the surrounding iris. The fresh explant was fixed in 2.5% glutaraldehyde and 1% formaldehyde in 0.1 M phosphate buffer pH 7.4 for 1 h at RT followed by storage at 4 °C until further processing. After fixation, the explant was rinsed in 0.1 M phosphate buffer and treated with 2% osmium tetroxide in 0.1 M phosphate buffer pH 7.4 for 2 h at 4 °C. Following stepwise dehydration in ethanol and acetone, the graft was embedded in LX-112 resin (Ladd, Vermont, US). Ultrathin sections (approximately 80–100 nm) were prepared using an EM UC7 (Leica), contrasted with uranyl acetate, followed by lead citrate, and finally examined in an HT7700 transmission electron microscope (Hitachi High-Technologies, Tokyo, Japan) at 80 kV. Digital images were acquired using a 2kx2k Veleta CCD camera (Olympus Soft Imaging Solutions, Münster, Germany).

### Fluorescence RNA in situ hybridization

Whole eyes were fixed in 10% NBF for 12 h at RT and then manually dissected to obtain the engrafted liver spheroids, along with the supporting iris. Explant pieces were encapsulated in HistoGel™ (EprediaTM, Thermo Fisher) and placed in CellSafe+ Biopsy Capsules (CellPath, Newtown, UK) and submerged in 70% ethanol until processed using Tissue Tek VIP (Sakura Finetek, Alphen aan den Rijn, The Netherlands). The treated explants were embedded in paraffin and cut into 4 µm sections using a microtome (Microm HM360, Thermo Fisher). The sections were used for RNAscope™ Multiplex Fluorescent V2 Assay (ACDBio Newark, US), following the company’s protocol. Images were collected in *Z*-stacks on a confocal microscope (TCS SP8, Leica).

### Image analysis and quantification

All image analysis and quantification were performed using ImageJ (Maryland, US) unless otherwise stated.

#### Vessel analysis

*Z*-stacks acquired during in vivo imaging were converted to maximum projections, adjusted for arbitrary threshold, and converted to binary images. The binary images were processed by dilate and erode functions and the spheroid surface was traced manually using the drawing tool. The mean gray value and area measurements were used to calculate the percentage of vessel area over the total spheroid area. Vessel branch points were counted manually on maximum projection images. Vessel diameters were measured manually on the Leica LAS X Software.

#### FUCCI spheroid analysis

*Z*-stacks acquired during in vivo imaging were analyzed using Imaris (Zurich, Switzerland). The mAG and mKO2 positive cells were counted using the Spots function and setting the approximate spot diameter to 8 µm (size of hepatocyte nucleus) and a manual threshold was maintained throughout the analysis.

#### Lipid droplet analysis

Single plane images were adjusted for threshold (Yen mode) and made into binary images. The images were processed by the functions: dilate, erode, fill holes, and watershed. Images were automatically quantified using Analyze particles (pixel units, 2-infinity) and the number of particles and area were recorded.

### Statistical analysis and reproducibility

All statistical tests along with sample sizes for each test were specified in the figure legends and were performed using GraphPad Prism 9.5.1. Differences with *p*-value < 0.05 were considered statistically significant. Two-sided Student *t*-tests or Mann–Whitney were applied for statistical analysis between two groups depending on data distribution. One-way ANOVA (Tukey’s post hoc test), Two-way ANOVA, or Kruskal–Wallis (Dunn’s post hoc test) tests were applied for statistical analysis between three or more groups depending on data distribution. All data sets include at least three biological replicates per experimental group.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq dataset for sequencing analysis generated in this study has been deposited in the GEO database under the accession code GSE245944. Source data used to generate the graphs in the figures are provided in this paper. The rest of the data that support this study are available in the manuscript and supplementary information or from the corresponding author upon request. Source data are provided in this paper.

# Supplementary material for: Intraocular liver spheroids for non-invasive high-resolution in vivo monitoring of liver cell function
**Source:** Nat Commun. 2024 Jan 26;15:767. doi: 10.1038/s41467-024-45122-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Fig. 1

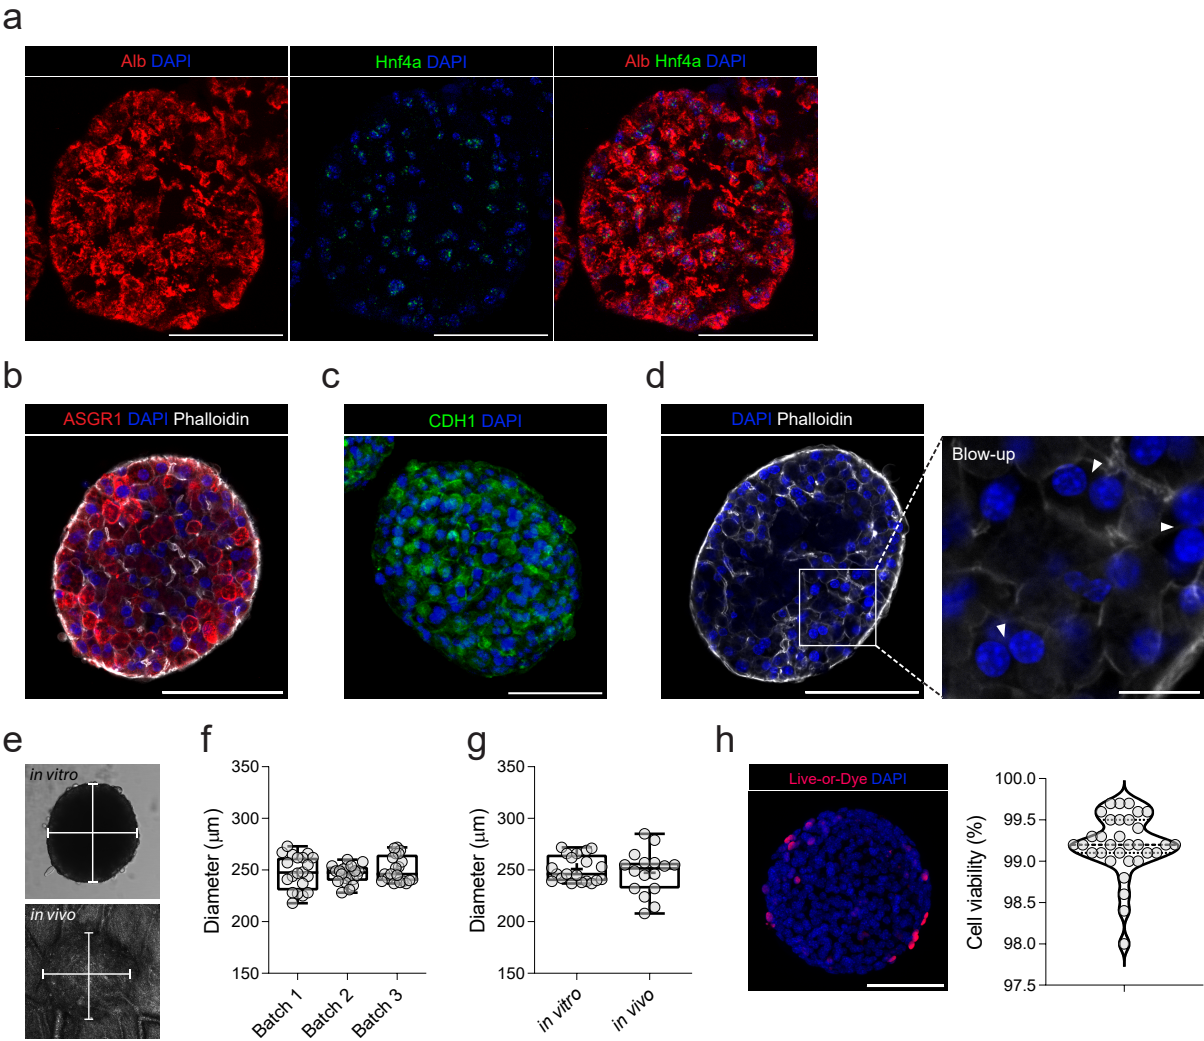

**Characterization of liver spheroids prior and after transplantation.** **a**, RNA in situ hybridization showing Alb expression (red), Hnf4a expression (green), and DAPI staining (blue) in liver spheroids *in vitro*, prior to transplantation. **b,c,d**, Immunofluorescence staining of hepatic marker ASGR1 (red), structural proteins CDH1 (green) and F-actin (Phalloidin, white) and bi-nucleate hepatocytes (white arrowheads) in cultured liver spheroids. **e**, Schematics of spheroid size measurement; an average of vertical and horizontal diameters was calculated. **f**, Size of liver spheroids *in vitro*, n=3 spheroid batches. Whiskers represent min/max values, with mean shown as '+'; statistical analysis: One-way ANOVA. **g**, Size comparison between liver spheroids prior to transplantation and at 1 month post-tx. Whiskers represent min/max values, with mean shown as '+'; statistical analysis: T-test. **h**, Representative staining of dead cells within a spheroid *in vitro* by Live-or-Dye (red). Violin plot representing the quantification of cell viability of a representative batch of liver spheroids (1200 cells/well), prior to transplantation. **a,b,c,d,h** scale bars= 100  $\mu$ m. Source data are provided as a Source Data file.

## Supplementary Fig. 2

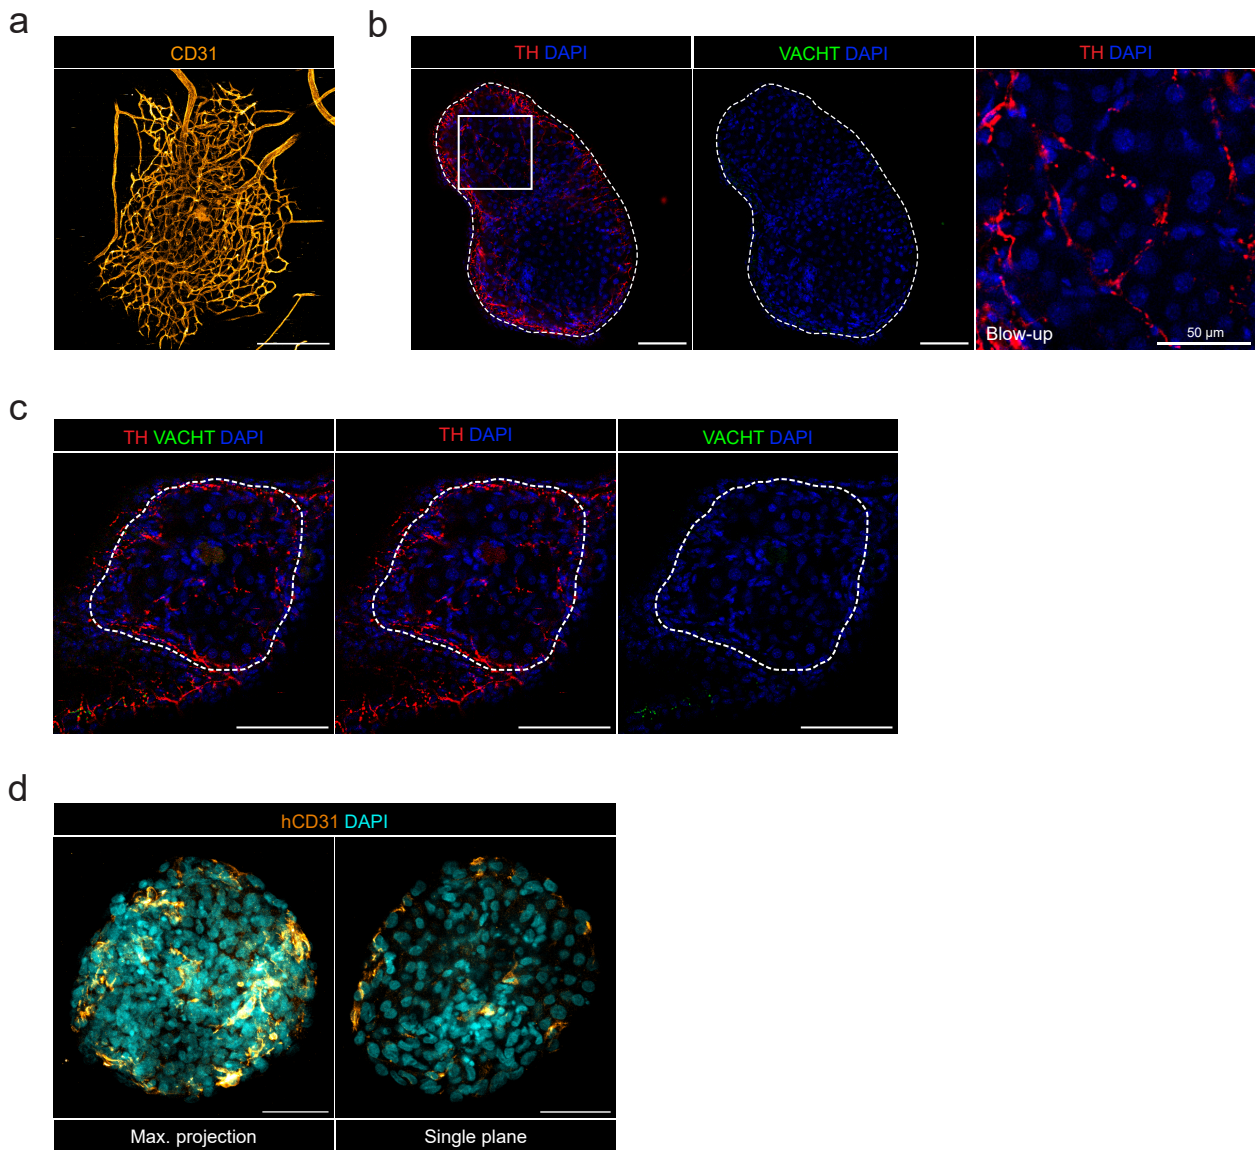

**Vascularization and innervation of liver spheroids in the ACE.** **a**, Immunofluorescence staining of intra-spheroid vasculature network (CD31, orange) at 6 months post-tx. Max. projection image. **b**, Immunofluorescence staining of ACE-liver spheroids and surrounding iris tissue, showing intra-spheroid sympathetic (TH, red) and parasympathetic (VACHT, green) nerves at 2 months post-tx. Blow-up showing TH-positive nerves among hepatocytes. Single plane images. **c**, Immunofluorescence staining of intra-spheroid sympathetic (TH, red) and parasympathetic (VACHT, green) innervation at 6 months post-tx. Single plane images. **d**, Immunofluorescence staining of PHH+LSECs human liver spheroids in vitro, prior to transplantation, showing LSECs positive for human-CD31 (hCD31, orange). **a,b,c,d** scale bars = 100  $\mu$ m.

## Supplementary Fig. 3

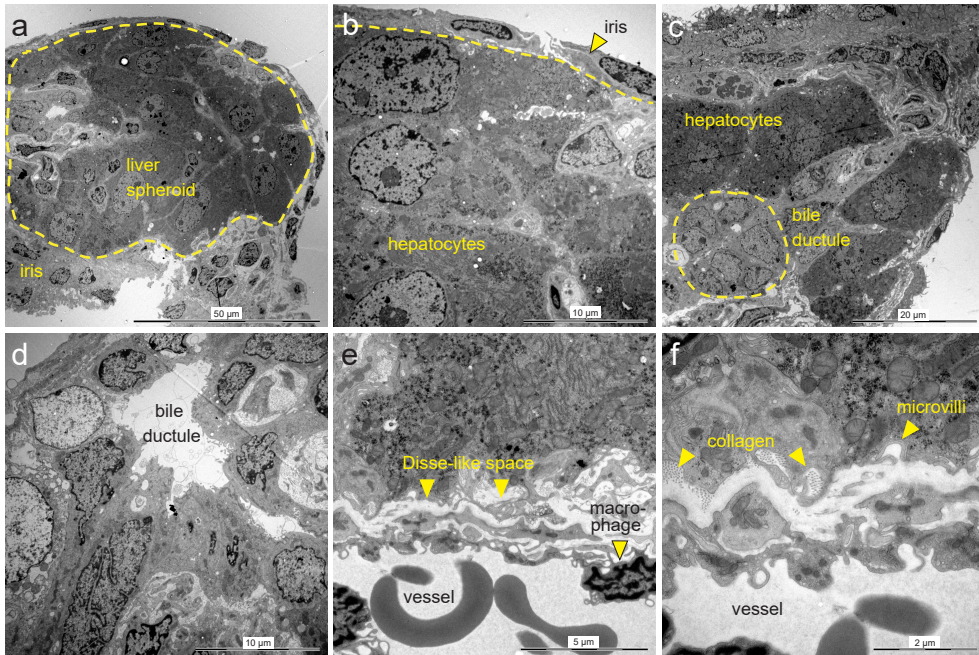

**Microscopic structure of the engrafted liver spheroids.** TEM images showing tissue architecture and features of ACE-liver spheroids. The liver spheroids become covered by a monolayer of iris cells and the hepatocytes are identified by their large polyhedral shape and dark cytoplasm (a,b); Cholangiocyte-like cells can be seen forming bile ductules within the spheroid mass (c,d); a Disse-like space containing microvilli and collagen fibers is created between hepatocytes and endothelial cells, and macrophages and red blood cells are seen within the vessel lumen (e,f).

# Supplementary Fig. 4

a

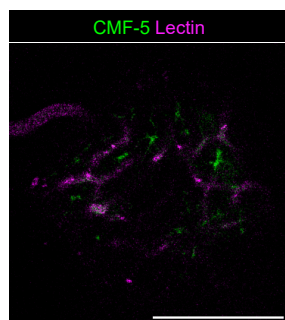

b

## Glucose and glycogen metabolism genes

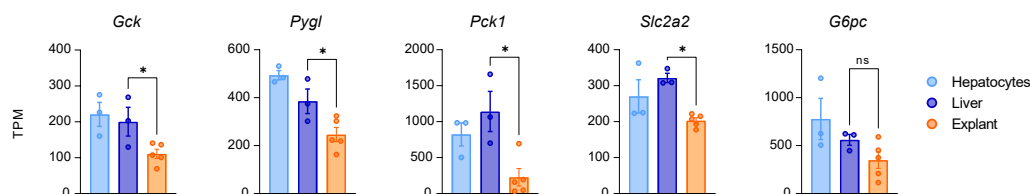

c

## Complement and coagulation factors genes

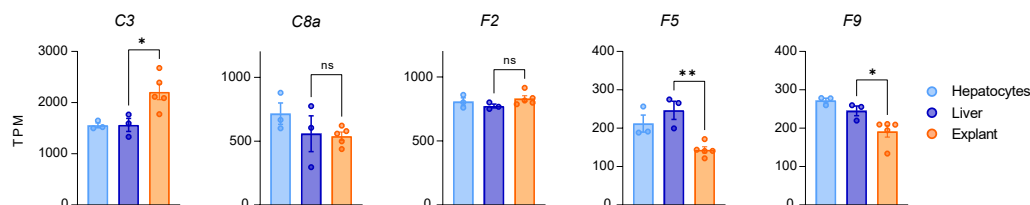

d

## Xenobiotic metabolism by CYP P450 genes

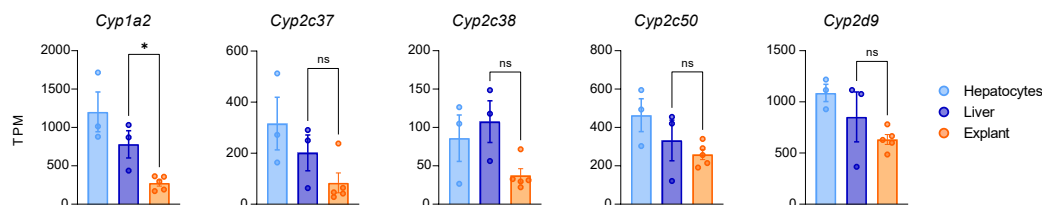

## Bile canaliculi network and gene expression of specific hepatocyte functions in engrafted liver

**spheroids.** **a**, In vivo imaging of bile canaliculi (CMF-5, green) and vessels (lectin, magenta) within ACE-liver spheroids at 6 months post-tx, single plane image, scale bar= 100  $\mu$ m. **b**, Expression levels of selected glucose and glycogen metabolism genes in explant samples compared to livers at 2 months post-tx. Results shown as TPM, error bars indicate mean  $\pm$  SEM, \* $p$ <0.05 by T-test in all genes, except for *Pck1* and *Slc2a2*, which were analyzed by Mann-Whitney test. **c**, Expression levels of selected complement and coagulation factor genes in explant samples compared to livers at 2 months post-tx. Results shown as TPM, error bars indicate mean  $\pm$  SEM, \* $p$ <0.05 by T-test in all genes, except for *F9*, which was analyzed by Mann-Whitney test. **d**, Expression levels of selected xenobiotic metabolism genes in explant samples compared to livers at 2 months post-tx. Results shown as TPM, error bars indicate mean  $\pm$  SEM, \* $p$ <0.05 by T-test in all genes, except for *Cyp2c37* and *Cyp2c38*, which were analyzed by Mann-Whitney test, b,c,d  $n$ = 3 freshly isolated hepatocytes, 3 livers, 5 explants. 

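Of the 5 complement and coagulation genes of Supplementary Fig. 4c, 2 differed between corrected explants and livers at p under 0.05, and 3 differed from the hepatocyte preparations (1 higher, 2 lower). *C3* (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) was at 2208 ± 341 TPM (SD, n = 5) in explants and 1564 ± 220 (SD, n = 3) in livers (log2 ratio 0.50, exact permutation p = 0.0179, adjusted p = 0.0696), and its p was 0.0571 without explant 1, 2, 5 or 6 and 0.0952 without liver 2. With a limit of 1.7 read starts per base undone in the counts, an alternative chosen after seeing the data, the log2 ratio of *C3* was 0.36 (exact permutation p = 0.125). *F5* (ENSMUSG00000026579, chromosome 1, 164151838 to 164220277) was at 144 ± 17.9 TPM in explants and 247 ± 40.9 in livers (log2 ratio −0.78, exact permutation p = 0.0179). *F9* was at 192 ± 32.9 and 245 ± 21.9 TPM (log2 ratio −0.35, exact permutation p = 0.0714, adjusted p = 0.127). Explant 4 was at 134 TPM of *F9* and the others at 195 to 211, and without explant 4 the log2 ratio was −0.25 (exact permutation p = 0.0286). *F2* (log2 ratio 0.10, exact permutation p = 0.107) and *C8a* (log2 ratio −0.05, exact permutation p = 0.911) did not differ, and the log2 ratio of *C8a* lay between −0.35 and 0.26 when single samples were left out.

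Of the 5 xenobiotic metabolism genes of Supplementary Fig. 4d, 2 were lower in explants than in livers at p under 0.05, as were 2 against the hepatocyte preparations. *Cyp1a2* (ENSMUSG00000032310, chromosome 9, 57676937 to 57683655) was at 276 ± 90.9 TPM in explants and 780 ± 308 in livers (log2 ratio −1.50, exact permutation p = 0.0179, adjusted p = 0.0696), with a p of 0.0952 without liver 2. *Cyp2c38* (ENSMUSG00000032808, chromosome 19, 39389556 to 39463075) was at 37.4 ± 19.5 and 108 ± 47.1 TPM (log2 ratio −1.50, exact permutation p = 0.0357, adjusted p = 0.0871). Its p was 0.0857 without explant 1, 2, 5 or 6 and 0.0952 without liver 1 or 3. *Cyp2c37* was at 83.7 ± 87.0 and 201 ± 121 TPM (log2 ratio −1.26, exact permutation p = 0.143). Explant 4 lay apart in both, at 71.6 TPM of *Cyp2c38* against 22.1 to 32.7 in the other explants and at 238 TPM of *Cyp2c37* against 28.1 to 64.3. *Cyp2c50* (log2 ratio −0.36, exact permutation p = 0.75) and *Cyp2d9* (log2 ratio −0.43, exact permutation p = 0.536) did not differ over all samples. Without liver 1 the p of *Cyp2c37*, *Cyp2c50* and *Cyp2d9* was 0.0476. Reads of the *Cyp2c* and *Cyp2d* genes could have been split with near-identical members of these families.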

Source data are provided as a Source Data file.

# Supplementary Fig. 5

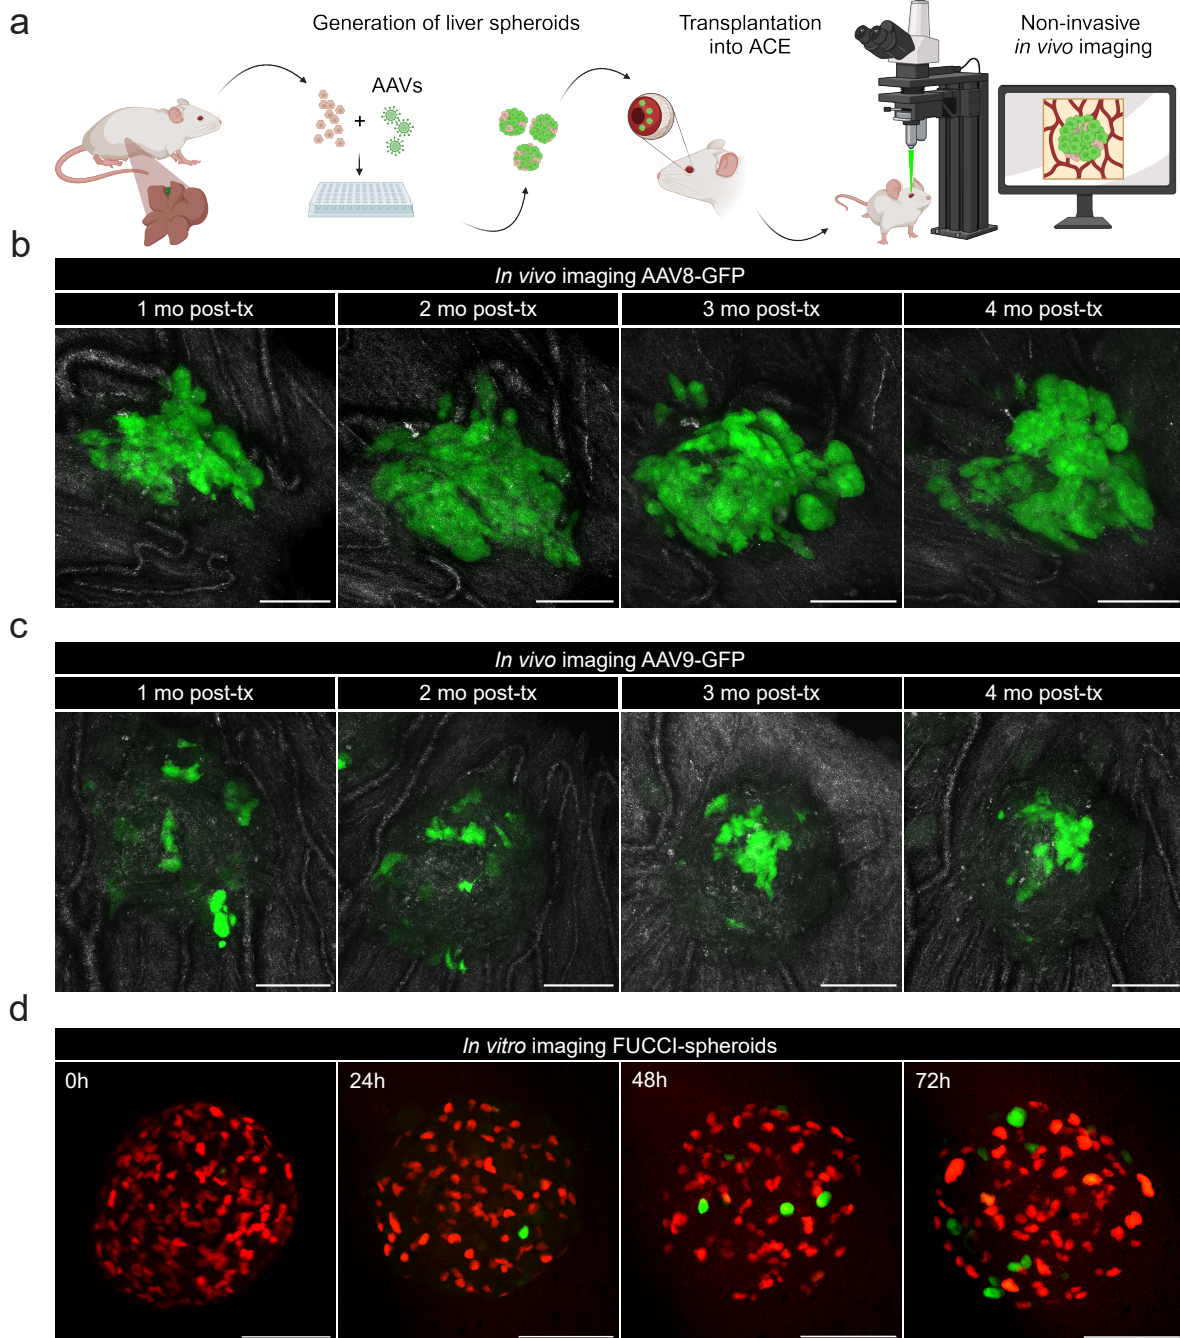

**Expression of fluorescent probes in liver spheroids for transplantation.** **a**, Experimental design: primary liver cells enriched in hepatocytes were incubated *in vitro* with adeno-associated viruses (AAVs) during spheroid formation. Spheroids were transplanted into the ACE of recipient mice, where they can be imaged *in vivo* longitudinally. **b**, *In vivo* imaging at monthly intervals post-tx of ACE-liver spheroids transduced with AAV8 expressing GFP (green) under the CAG promoter. **c**, *In vivo* imaging at monthly intervals post-tx of ACE-liver spheroids transduced with AAV9 expressing GFP (green) under the CAG promoter. **d**, *In vitro* imaging over 72h of FUCCI-expressing liver spheroids treated with YAC proliferation cocktail. **b,c,d** maximum projection images, scale bar= 100  $\mu$ m.

Supplementary Fig. 6

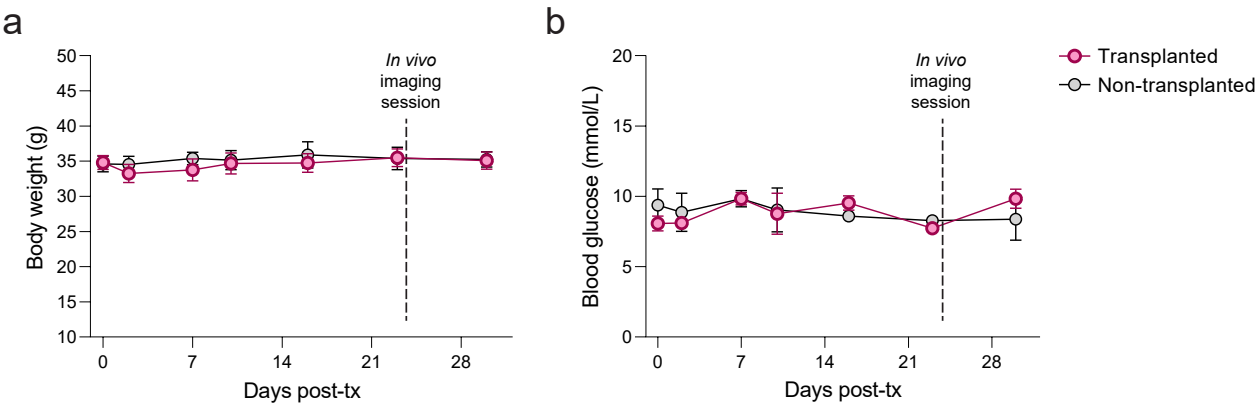

**Metabolic features of transplanted and non-transplanted animals. a,** Body weight (progression) and **b,** blood glucose levels in transplanted and non-transplanted mice over 1-month post-tx. One *in vivo* imaging session was performed on day 24 only in transplanted mice. N=3 mice per group. Statistical analysis: Two-way ANOVA. Source data are provided as a Source Data file.

**Supplementary Table 1.** Medical and demographic information of Primary Human Hepatocytes (PHH) and primary Liver Sinusoidal Endothelial Cell (LSEC) donors.

**Supplementary Table 2.** Confocal Leica SP5 microscope settings used for intraocular *in vivo* imaging of liver spheroids. LPm: laser power from manufacturer; Ex:  $\lambda$  excitation; Em:  $\lambda$  emission; L int: laser intensity; Po: optical power at the sample plane measured by using Thorlabs PM100USB Power and Energy Meter Interface with USB Operation combined with Thorlabs S170C Microscope Slide Photodiode Power Meter Sensor (Thorlabs Inc. Newton, New Jersey, U.S.); Pi: pinhole; Z: stack step size.

| Probe/<br>protein             | LPm<br>(mW) | L int<br>(%) | Ex<br>(nm) | Em (nm)                               | Po<br>( $\mu$ W) | Pi<br>(AU) | Format<br>(pixels) | Speed<br>(Hz) | Z<br>( $\mu$ m) | Acquisiti<br>on time                        |
|-------------------------------|-------------|--------------|------------|---------------------------------------|------------------|------------|--------------------|---------------|-----------------|---------------------------------------------|
| Lectin<br>DyLight-<br>649     | ~10         | 20           | 633        | 650-700                               | ~68.0            | 1          | 512x512            | 600           | 4               | ~1 min /<br>spheroid                        |
| Lectin FITC                   | ~20         | 20           | 488        | 510-540                               | ~7.0             | 8.4        | 256x256            | 600           | n/a             | Video: ~1<br>min/sphe<br>roid               |
| DiD dye<br>(RBC<br>labelling) | ~10         | 15           | 633        | 650-700                               | ~40.0            | 8.4        | 256x256            | 600           | n/a             | Video: ~1<br>min/sphe<br>roid               |
| Green<br>CMFDA                | ~20         | 15           | 488        | 510-540                               | ~4.3             | 1          | 512x512            | 600           | 4               | Video or<br>stacks:<br>~1 min /<br>spheroid |
| pHrodo<br>Red-LDL             | ~20         | 15           | 561        | 570-620                               | ~23.8            | 1          | 512x512            | 600           | 4               | ~1 min /<br>spheroid                        |
| SF44                          | ~20         | 20           | 488        | 580-700                               | ~7.0             | 1          | 512x512            | 600           | 4               | ~1 min /<br>spheroid                        |
| AAV8/9-<br>GFP                | ~20         | 15           | 488        | 490-540                               | ~4.3             | 1          | 512x512            | 600           | 4               | ~1 min /<br>spheroid                        |
| FUCCI                         | ~20         | 20           | 488        | mAG:<br>490-530<br>/ mKO2:<br>560-580 | ~7.0             | 1          | 512x512            | 600           | 4               | ~1 min /<br>spheroid                        |

**Supplementary Table 3.** Antibodies used for immunofluorescence staining

| <b>Antibody</b>              | <b>Catalog number</b> | <b>Vendor</b>                        | <b>RRID</b> | <b>Dilution</b> |
|------------------------------|-----------------------|--------------------------------------|-------------|-----------------|
| $\alpha$ -ASGR1              | 11739-1-AP            | Proteintech, Illinois, US            | AB_2059675  | 1:100           |
| $\alpha$ -CD31               | AF3628                | R&D Systems, Minnesota, US           | AB_2161028  | 1:200           |
| Human $\alpha$ -CD31 (hCD31) | BBA7                  | R&D Systems                          | AB_356960   | 1:100           |
| $\alpha$ -TH                 | 213104                | Synaptic Systems, Göttingen, Germany | AB_2619897  | 1:100           |
| $\alpha$ -VACHT              | 139103                | Synaptic Systems                     | AB_887864   | 1:100           |
| $\alpha$ -F4/80              | MCA497RT              | BioRad, California, US               | AB_1102558  | 1:100           |
| $\alpha$ -GLUT2              | NBP2-22218            | Novus Biologicals, Colorado, US      | AB_2335858  | 1:100           |
| $\alpha$ -CDH1               | 3195                  | Cell Signalling, Massachusetts, US   | AB_2291471  | 1:100           |
| $\alpha$ -KI67               | ab15580               | Abcam, Cambridge, UK                 | AB_443209   | 1:200           |

# Supplementary material for: Intraocular liver spheroids for non-invasive high-resolution in vivo monitoring of liver cell function
**Source:** Nat Commun. 2024 Jan 26;15:767. doi: 10.1038/s41467-024-45122-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Movie 1.** In vivo imaging of labeled red blood cells (red) through intra-spheroid vessels (lectin, white).

**Supplementary Movie 2.** CMF-5 (green) fluorescent signal collected during in vivo imaging moving the z-plane through the spheroid engrafted in the ACE.

# Supplementary material for: Intraocular liver spheroids for non-invasive high-resolution in vivo monitoring of liver cell function
**Source:** Nat Commun. 2024 Jan 26;15:767. doi: 10.1038/s41467-024-45122-4
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------|
| Data collection | HiSeq 3000                                                                                            |
| Data analysis   | TopHat2, UMI-tool dedup, Samtools, featureCounts, DEseq2, R 4.1.2, GraphPad Prism 9.5.1, ImageJ 1.53t |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq dataset for sequencing analysis generated in this study have been deposited in the GEO database under the accession code GSE245944 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245944>). Source data used to generate the graphs in the figures are provided with this paper. The rest of the data as images are available from the corresponding author upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender n/a

Reporting on race, ethnicity, or other socially relevant groupings n/a

Population characteristics n/a

Recruitment n/a

Ethics oversight n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No power analysis for sample size calculation was performed in our work. The least amount of animals for experiments used was n=3 in the RNAseq data and 4 in the dietary experiments in fig.6. For the rest of the experiments we used a higher n number depending on the spheroid transplanted and animal availability. The sample size was kept at the minimum throughout the work to reduce the amount of experimental animal which would be enough to identify biological differences between the groups. |
| Data exclusions | Each dataset of experimental values was run for outliers identification using GraphPad Prism outliers calculator with ROUT method and Q = 1% before performing statistical analysis. The outliers identified with the software were removed from the dataset.                                                                                                                                                                                                                                                  |
| Replication     | Each experiments shown in the manuscript includes at least 3 biological replicates.                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | All the experimental animals were assigned randomly to each experimental group when 2 or more groups were compared.                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Blinding was not carried out due to the unlikelihood of bias in our experiments.                                                                                                                                                                                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Anti-ASGR1, Proteintech 11739-1-AP, RRID: AB\_2059675; Anti-CD31, R&D Systems, AF3628, RRID: AB\_2161028; Human anti-CD31, R&D Systems, BBA7, RRID: AB\_356960; Anti-TH, Synaptic Systems, 213104, RRID: AB\_2619897; Anti-VACHT, Synaptic Systems, 139103, RRID: AB\_887864; Anti-F4/80, BioRad, MCA497RT, RRID: AB\_1102558; Anti-GLUT2, Novus Biologicals, NBP2-22218, RRID:

AB\_2335858; Anti-CHD1, Cell Signalling, 3195, RRID: AB\_2291471; Anti-KI67, Abcam, ab15580, RRID: AB\_443209

#### Validation

Anti-ASGR1 (11739-1-AP): validated by manufacturer for IF in rat liver and shows reactivity in mouse liver tissue for WB and IP; Anti-CD31 (AF3628): validated by manufacturer for IHC in mouse endothelioma cell line and mouse embryo; Human anti-CD31 (BBA7): validated by manufacturer for IHC in HUVEC human cells and human artery; Anti-TH (213104): validated by users for IHC in 8 mouse tissues and 1 rat tissue (see manufacturer website for more details); Anti-VACHT (139103): validated by users for IHC in over 80 different studies for mouse and rat tissues (see manufacturer website for more details); Anti-F4/80 (MCA497RT): validated by manufacturer for IF in mouse tissue; Anti-GLUT2 (NBP2-22218): validated by manufacturer for IF and by users in 10 studies in mouse tissues (see manufacturer website for more details); Anti-CDH1 (3195): validated by manufacturer in human breast cancer line and cited in over 15 studies for application in mouse tissues (see manufacturer website for more details); Anti-KI67 (ab15580): validated by manufacturer for IF in human tissue and reviewed by 6 users for IF in mouse tissue and cell lines.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

The mice age was between 3-9 months. The strains used were the following: B6(Cg)-Tyrc-2J/J mice (Albino B6/J mice); NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice; B6.Cg-Tg(Fucci)504Bsi Tg(Fucci)596Bsi (FUCI) mice; C57B6J mice.

#### Wild animals

The study did not involve wild animals

#### Reporting on sex

The sex was not considered in the study design beside the dietary experiments in figure 6, where male mice were used due to more dramatic diet induced obesity phenotype. The other findings are applicable for both females and males, therefore this information was not collected and no sex based analysis was performed.

#### Field-collected samples

The study did not involve field collected samples

#### Ethics oversight

All animal experiments were performed in accordance with the Animal Experiment Ethics Committee at Karolinska Institutet. This work falls under the broader ethical permission approved by Jordbruksverket: "Studies on the function of hormone-releasing and hormone-stimulated cells and related cells/tissues in normal and diabetic animal models and in transplanted tissues and cells" (n. 6362-2023, previous 16454-2022, 17431-2021, 8822-2020).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

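RNA of 5 explants taken 2 months post-tx, 3 naïve irises, 3 livers, 3 hepatocyte-enriched preparations and 2 samples of spheroids kept in vitro was sequenced by the authors, with 3 technical libraries per sample and 48 libraries in all. The authors' counts, made by featureCounts after removal of duplicate reads, cover 46517 mouse genes and 92 ERCC controls, which took 418 counts in all. The count per sample equals the sum of its 3 libraries in 100% of cells. The deposited TPM equal TPM recalculated from these counts and the gene lengths. The deposited table of corrected values, in which an iris contribution has been subtracted from the TPM of the explants, holds 20702 genes in 13 columns and is in units of TPM apart from the column of explant 4. Of the genes, 46005 are shared with GENCODE M21, and 38860 of these have the same coordinates in GRCm38.

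Technical libraries were summed, and comparisons were made between biological samples. The total per sample was 2718518 at the lowest and 6789648 at the highest. The choice of tests, thresholds, alternatives, gene lists and the rule for named genes was made before the data were examined, except where the text says otherwise. Counts were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F-test) in R 4.3.3. Explants were tested against irises, hepatocyte preparations against livers, and in vitro spheroids against hepatocyte preparations. Corrected explants were tested against livers with limma 3.58.1 (moderated test with trend) on log2(TPM + 1). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The 39 genes plotted in the figures were compared by a two-sided exact permutation test of the difference in mean log2(TPM + 1), over 56 splits for 5 against 3 samples, and adjusted over the list alone. The log2 ratio given beside it is that of the group means of TPM + 1. The smallest p was 0.1 for 3 samples against 3.

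The 23 hand-written lists cover markers of hepatocytes, Kupffer cells, liver sinusoidal endothelial cells, stellate cells, cholangiocytes, macrophages, endothelium, iris and lens, and genes of the cell cycle, extracellular matrix, acute phase, steroid hormones, complement and coagulation, primary bile acids, bile transport, xenobiotic metabolism, cholesterol, PPAR signaling, glucose and glycogen, lipid metabolism, and pericentral and periportal hepatocytes. They were tested with camera at an inter-gene correlation of 0.01, and 2 lists of male-biased and female-biased liver genes were added after the values had been seen. Kupffer cell and sinusoidal endothelial markers share 0 genes with other lists, and 3 of the 10 macrophage markers stand in another list. All 10 macrophage markers are at 1 TPM or more in both liver and iris, and of the 10 cell cycle genes 4 are so in each tissue.

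Iris fractions were solved from the deposited tables and estimated by nu-support vector regression (scikit-learn 1.9.0), non-negative least squares (scipy 1.17.1) and the median ratio of iris-specific genes, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Named genes are every gene plotted in a figure and, from each comparison across all genes, the 5 with the largest and the 5 with the smallest log2 fold change among called genes whose groups do not overlap. Members of a list may be named with their list.

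The alternatives were DESeq2 1.42.0 and limma-voom, size factors by the RLE method or by library size alone, no filter or at least 10 counts in every sample, the technical libraries a alone, a single fit of all 5 groups, no fold change limit, a replicate block, pseudocount 0.1, a mean of at least 10 TPM, TPM before correction, the iris fraction by regression, edgeR on uncorrected counts, linear TPM, the exact Mann-Whitney test, fry, camera with an estimated correlation, and each sample left out in turn. Chosen after seeing the data were the formula of the methods for explant 4, a limit of 1.7 or 2 read starts per base undone in the counts, samples numbered 1 and 2 without pairing, the limits of 0.8 and 0.4 counts per base, the level of 200 TPM and the shares of 3% and 0.5% used for transcripts shared between tissues.

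The methods were tested on simulated data with 200 changed genes. These were drawn from genes above a lowest level, and all genes were given the same spread. In edgeR the changed genes had a median absolute log2 fold change of 1.98. Their recovery therefore does not measure power for smaller changes or for genes that vary more. Among 16805 genes tested, edgeR and limma-voom each recovered 200 and called 5 unchanged genes. DESeq2 recovered 200 and called 3 among 16946, and limma on TPM 200 and 0 among 18670. The permutation test gave p under 0.05 in 2.9% of 2000 simulated genes without a difference and in 97.4% of 500 genes shifted by 4 SD. Sequence reads, the gene sets of KEGG, and the imaging data were not analysed here.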

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

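Apart from the comparison of in vitro spheroids with hepatocyte preparations, the tests in this part were chosen after the results were seen. Of 75 groups of 5 explant values examined, 10 had a sample apart from the other 4 by Dixon's ratio (critical value 0.71), where chance would give 3.75. No biological explanation was tested except where 1 is named.

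The corrected TPM of explant 4 sum to 620636, against 1026998 to 1093197 in the other explants, and 7323 genes stand at 0, against 3623 to 4255. For 100% of the genes the deposited value equals an expression in which the iris fraction is subtracted from the mean iris TPM in place of multiplying it. The formula of the methods with any fraction from 0.5 to 0.95 gave at most 0.0299% of the genes above 0. Both values are therefore accounted for by the arithmetic of that column.

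*Cyp2e1* was at 4277 TPM in explant 4 and 1179 to 1728 in the other explants. By the formula of the methods it would be 4486, so the arithmetic of the column does not account for it. A high iris contribution does not either, since before correction explant 4 was at 1026 TPM, the other explants at 404 to 700 and irises at 214. A candidate explanation is that the hepatocytes of explant 4 were mostly of pericentral type: without *Cyp2e1* and *Cyp2c37*, its mean log2 pericentral level less its periportal level was 0.62 (0.6153), against −2.34 to −0.75 in the other explants and −2.17 to −1.04 in livers. By itself this score did not lie apart (Dixon's ratio 0.464), and hepatocyte preparation 2 also had a positive score (1.58 with all genes).

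In explant 4, *F9* was at 134 TPM (others 195 to 211), *Cyp2c37* at 238 (others 28.1 to 64.3) and *Cyp2c38* at 71.6 (others 22.1 to 32.7). With the formula of the methods 3 of these 3 genes still lay apart (132, 237 and 68.5), which speaks against the correction of the column as the cause. Reads shared between paralogs were not tested for the *Cyp2c* genes. By the formula of the methods, the acute phase genes had a mean log2(TPM + 1) of 5.60 in explant 4 and 8.26 to 8.79 in the others. Less liver tissue than the iris fraction gives would lower the hepatocyte markers as well, and these were at 10.26 in explant 4, among the 10.0 to 10.3 of the other explants. The cause stays open.

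*Hsd3b7* was at 109 TPM in explant 1 (others 173 to 198) and *Pck1* at 693 in explant 2 (others 32.2 to 195). No biological explanation was tested for either. The column of explant 4 matters for *Hsd3b7*: by the formula of the methods that explant would be at 229 TPM in place of 183. The explants other than explant 1 would then range from 173 to 229. Whether explant 1 would still lie apart was not tested. By the formula of the methods, the mean log2(TPM + 1) of male-biased liver genes was 4.11 in explant 1 and 5.36 to 5.78 in the others.

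Male-biased liver genes were lower in all explants than a mixture of iris and liver would give (median log2 ratio −1.16), which speaks against dilution by iris. Samples from female animals would express *Xist*, whose highest value in explants, livers, hepatocyte preparations or in vitro spheroids was 0.243 TPM, while the Y-linked *Ddx3y* was at 35.1 TPM or more. In vitro spheroids were lower than livers by a median log2 ratio of −2.59 (−2.592). Explants lay at 0.03 from a mixture of iris and spheroids over the 11 of the 18 genes that could be compared. For these 11, a loss in culture may not have been made good in the eye. Genes under 5 TPM in the spheroids were left out, so a recovery of the genes that fell most would not show. Liver 1 was itself low in male-biased liver genes (score 5.60, against 8.09 and 8.00).

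The spheroids kept in vitro, which the paper does not report on, had 996 genes higher and 1116 lower than the hepatocyte preparations, of 12247 tested (2388 and 2452 at an unadjusted p under 0.05). With 2 spheroid samples, other splits were not counted. Their values and those of the 3 preparations did not overlap in 6882 genes (56.2%), where chance would give 20%. The largest increases were those of *Psg22* (at least 14.0-fold), *Cyp1a1* (log2 fold change 8.00), *Adm2* (at least 8.70-fold), *Sult1e1* (7.69) and *9530034E10Rik* (at least 30.7-fold), and the largest decreases those of *Slc22a28* (at least 17.2-fold), *Car1* (at least 16.7-fold), *Gbp10* (at least 11.6-fold), *Cyp2c54* (−8.04) and *Serpina4-ps1* (−8.03). A difference between a culture and freshly isolated cells is the biological explanation that the design names, and it was not tested.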

How the results depend on the processing

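The alternatives chosen after seeing the data are the formula of the methods for explant 4, the undone limit on read starts and the samples numbered 1 and 2 without pairing. Except where a reason is given, the cause was not tested. Leaving out an in vitro spheroid sample was not run because it would leave 1, and a mean of at least 10 TPM removes none of the 39 figure genes.

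Of genes higher in explants than irises (1032), limma-voom called 541, the filter of 10 counts 613 (fewer genes tested) and numbers 1 and 2 unpaired 545 (fewer samples). Of genes lower (53), library size gave 86, 10 counts 31, no fold change limit 460 and numbers 1 and 2 unpaired 6. Leaving out single samples gave from 554 to 1199 higher and from 26 to 71 lower.

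Of genes higher in hepatocyte preparations than livers (50), DESeq2 called 119, limma-voom 9, no filter 191, 10 counts 30, libraries a alone 24, the fit of all groups 217 and no fold change limit 96. With library size the median of all genes was −0.10 there. Of genes lower (283), the numbers were 528 with DESeq2, 11 with limma-voom, 1014 without a filter, 139 at 10 counts, 141 with libraries a and 923 with all groups. Leaving out single samples gave from 4 to 110 higher and from 4 to 338 lower. For spheroids against hepatocyte preparations, library size gave 1531 higher and 808 lower, which turns the balance of 996 and 1116 over, with the median of all genes at 0.27 (3724 higher and 1570 lower at an unadjusted p under 0.05), and no fold change limit gave 1526 higher, and the numbers without single preparations lay between 747 and 970 higher and 852 and 1024 lower.

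Of genes higher in explants than livers (1130), 7416 were called before correction, 4772 by edgeR on uncorrected counts and 2496 with the formula for explant 4. Of genes lower (300), it was 1617, 3248 and 656, and 763 with the regression fraction. Numbers 1 and 2 unpaired gave 0 and 0 (3801 and 1327 at an unadjusted p under 0.05; fewer samples). Leaving out single samples gave from 119 to 2513 higher and from 64 to 676 lower.

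With a replicate block by sample number, 24 genes were lower in explants than irises, 0 were higher and 0 lower in explants than livers (2752 and 1060 at an unadjusted p under 0.05), and 10 figure genes differed from livers by limma. Whether the numbers pair the samples cannot be told from these few samples. Profiles with the same number correlated by −0.16 to 0.12. Spheroids and hepatocyte preparations of the same number correlated by 0.085 and 0.124, against means of −0.040 and −0.065 for other numbers. Explant 2 and iris 2 went the other way (−0.160 against 0.066).

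An estimated inter-gene correlation left 0 lists higher in explants than irises and 0 that differ from livers (5 and 7 at an unadjusted p under 0.05). Before correction 39 figure genes differed from livers and 37 from hepatocyte preparations, and with the regression fraction 10 and 10. Leaving out single samples gave from 10 to 18 against livers and from 9 to 21 against hepatocyte preparations.

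Without the correction, the direction against livers reversed for *Cyp3a11* (−1.01), *Alb* (−0.65), *Trf* (−0.81), *Ttr* (−1.06), *Serpina1a* (−1.16), *Hsd17b13* (−1.66), *Gulo* (−1.69), *C3* (−1.32), *F2* (−1.70), *Tsc22d3* (0.077), *Dhrs1* (0.64), *Car14* (2.18), *TrnK* (0.40), the hepatocyte markers (−1.39) and the complement and coagulation genes (−1.37). By construction, iris tissue lowers liver transcripts there. In edgeR on uncorrected counts it reversed for *Cyp3a11* (−1.81), *Alb* (−1.47), *Trf* (−1.62), *Ttr* (−1.88), *Serpina1a* (−1.99), *Hsd17b13* (−2.45), *Gulo* (−2.51), *C3* (−2.12), *F2* (−2.50) and *Car14* (1.36). With the regression fraction, which is higher, it reversed for *Apob* (0.19), *Ugt1a1* (0.34), *Asgr1* (0.18), *Ass1* (0.32), *Cyp2e1* (0.21), *Baat* (0.26), *Hsd3b7* (0.017), *Abcb11* (0.13), *Plin2* (0.19), *Fabp1* (0.41), *C8a* (0.51), *F9* (0.20), *Cyp2c50* (0.16) and *Cyp2d9* (0.12). For the endothelial markers it reversed with fry (whose direction was up at a median of −0.020) and with a replicate block (0.72).

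When single samples were left out, log2 ratios changed sign within ranges from −0.047 to 0.16 for *Hsd17b13*, from −0.17 to 0.13 for *Gulo*, from −0.35 to 0.26 for *C8a* and from −0.24 to 0.35 for the endothelial markers. The median of the hepatocyte markers stayed positive, from 0.24 to 0.31, but camera's direction, which is relative to all other genes, was down without explant 4 (adjusted p = 0.846). Over all single genes and lists, 1594 comparisons with an alternative kept direction and side of the threshold, 208 lost the call, 75 gained it and 53 reversed. The named genes of spheroids against hepatocyte preparations kept both in 98 alternatives and 28 fits without a sample. The iris fraction stayed within 1 SD under its 3 alternatives.

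Depth limits the named genes with at most 3 counts in a group, whose folds are lower bounds. Of the 10 named genes of hepatocyte preparations against livers, 8 lost their call without some sample.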

Differences from the paper's values

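The 72 group means compared with the values behind the paper's figures showed 0 differences, and the disagreements below concern calls and statements.

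The paper describes the levels of hepatocyte genes in explants as similar to those in situ and in hepatocytes. Of the 39 figure genes 16 had an exact permutation p under 0.05 against livers and 17 against hepatocyte preparations, and of the 10 genes of Fig. 3b 8 had one against livers. None of the alternatives set before the data were examined brought the number against livers under 10. After adjustment over the list alone, 0 remained under 0.05 in each comparison. Limma without a block left 5 against livers and 8 against hepatocyte preparations, and linear TPM left 14 against the latter. TPM before correction left 39 and 37, but iris tissue lowers liver transcripts there by construction. Those numbers therefore do not bear on the paper's statement, which concerns corrected values.

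The paper marks *Hsd3b7*, *Pygl*, *Pck1* and *F9* as different from livers. In the exact permutation test on log2(TPM + 1), *Hsd3b7* had p = 0.0536. Linear TPM (0.0179), the exact Mann-Whitney test (0.0357), TPM before correction (0.0179) and the fits without explant 1 or 6 (0.0286) called it. *Pck1* had an exact permutation p = 0.0536, and linear TPM (0.0179), the exact Mann-Whitney test (0.0357), TPM before correction (0.0179), the fit without explant 2 (0.0286) and limma without a block (0.00983) called it. *F9* had an exact permutation p = 0.0714, and was called with linear TPM (0.0179), the exact Mann-Whitney test (0.0357), TPM before correction (0.0179) and without explant 4 (0.0286). *Pygl* had an exact permutation p = 0.0714 and was called with TPM before correction (0.0179) and without liver 1 (0.0476). The calls with TPM before correction do not bear on these differences, since iris tissue lowers liver transcripts there by construction.

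The paper does not mark *Cyp2c38*, which had an exact permutation p of 0.0357 here. It was above 0.05 in the exact Mann-Whitney test (0.0714) and with the iris fraction from regression (0.107). Mann-Whitney is the test that the paper names for *Cyp2c38*, *Pck1* and *F9*. For these genes that test gave the paper's call here as well.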

Other observations

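Of the tests in this part, the first of the limit on counts per base was chosen before its result was seen and the others after.

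With all 5 explants corrected by the formula of the methods, the most abundant hepatocyte transcripts were higher in explants than in livers while less abundant ones were lower. A candidate explanation is that removing duplicate reads before counting limits a library to a few read starts per base, so that abundant transcripts are undercounted more in livers than in explants diluted by iris. The highest counts per base in any of the 48 libraries was 1.703. Hepatocyte genes with at least 0.8 counts per base exceeded the others by 0.92 (0.9169) in the log2 ratio of explants to livers, and by −0.04 in that of hepatocyte preparations to livers. Across the 5 explants their uncorrected level rose with the liver fraction by a median slope of 0.64 (0.6439), against 1.15 for the others. The difference fell to 0.60 with a limit of 1.7 read starts per base undone, an alternative chosen after seeing the data, and the median of the 16 genes was then −0.025 in place of 0.29, so the limit may account for part of the difference. It does not account for every increase. *Cyp3a11*, far from the limit at 0.257 counts per base in livers, had a log2 ratio of 0.77. With the limit undone its ratio was 0.80 (exact permutation p = 0.0179). *Alb* and *Trf* then stayed at a log2 ratio of 0.73 (exact permutation p = 0.0179 for both). At 1.56 and 1.02 counts per base in livers, their values depend on the limit assumed and do not decide the question. The pseudocount does not account for the difference, which was 0.92 (0.9241) without it. Clipping at 0 does not either: it touched 33 of the 575 genes and 0 of the 16, and without it the difference was 0.9169 as before. Whether explant hepatocytes make more of the abundant transcripts cannot be told apart, because the ratio of iris to liver, to which they contribute nothing, differed in the same direction by 1.67 (1.675). That ratio was itself held under 0.1 when the hepatocyte genes were chosen.

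Eye transcripts were counted in livers, hepatocyte preparations and in vitro spheroids. Each of the 877 genes with at least 500 bases, 200 TPM and under 0.4 counts per base in irises was counted in hepatocyte preparations at 0.68% (0.6788) of the iris level or more, and each of 901 such liver genes in irises at 0.47% (0.4715) or more, with 2 of these under 0.5%. This common lowest share is consistent with reads exchanged between libraries that were sequenced together, or with carry-over between wells, which the design does not separate. Eye tissue carried over in dissection would be absent from cultured spheroids. Over the 106 of these genes under 3% in hepatocyte preparations, the median share was 1.73% (1.726) in spheroids and 1.55% in the preparations. A low expression of these genes in liver cells would put many genes far under the common share. In liver 0 genes were under 0.5%, but this restates the lowest share there (0.698%) and is no separate test. In vitro spheroids had 1 gene under 0.5% (0.285%). Liver transcripts in explants are not explained by such sharing: the median uncorrected level was 21.0% (20.99) of liver, against 1.95% in irises.

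In macrophage markers, 10 of 10 genes had a higher mean in uncorrected explants than in both irises and livers, and in cell cycle genes 10 of 10 did, which a mixture of iris and liver cannot give. In 6 and 4 of them every explant was above every iris and liver, as in 2.21% of 19450 genes. The paper reports macrophages in the engrafted spheroids by staining (Fig. 2i) and electron microscopy (Supplementary Fig. 3). It also reports cell cycle activity of engrafted cells by FUCCI imaging and by Ki67 staining of hepatocytes (Fig. 5c–f). Whether these cells account for the rise of the transcripts was not tested here.

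Liver sinusoidal endothelial markers were lower in each explant than a mixture of iris and liver would give (highest median log2 ratio −1.41, −1.405), which speaks against dilution. In vitro spheroids were lower than livers by −1.62 (−1.624), so these cells may have been lost when the spheroids were made. Against a mixture of iris and spheroids, 5 of the 8 markers could be compared. Explants were lower there as well, by a median log2 ratio of −0.91 (from −1.68 to −0.08). Such a loss may therefore not account for all of the decrease. Kupffer cell markers were lower in explants 1, 4 and 5 (highest −1.43, −1.431). These explants were grouped by this ratio and had the highest iris shares (82%, 81% and 72%). The ratio is therefore no separate test of dilution in them. In vitro spheroids were above livers by 0.53 (0.5331), which speaks against a loss of Kupffer cells when the spheroids were made. In explants 2 and 6 the lowest ratio was −0.23 (−0.235), and dilution cannot be told apart there because the medians lie close to 0.

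Pericentral genes were lower in in vitro spheroids than in livers (median log2 ratio −3.35), while the hepatocyte markers were not (−0.04, −0.03676). In explants they were above a mixture of iris and spheroids by 1.39 (1.391), and by 0.40 to 2.12 in each, so pericentral expression lost in culture may be regained in the eye. Against the hepatocyte preparations, camera gave the spheroids a median log2 fold change of −3.02 for pericentral genes (adjusted p = 1.4e-12) and −1.10 for periportal genes (adjusted p = 0.00249), and 2.02 for Kupffer cell markers (adjusted p = 0.0081). Female-biased liver genes, the other list added later, had a median log2 ratio of −0.89 in explants to a mixture of iris and liver. This covers 9 of the 22 genes, and its direction depends on liver 1. The mean log2(TPM + 1) of the list was 3.59 in liver 1 and 1.26 and 1.44 in livers 2 and 3. In explants corrected by the formula of the methods it was 2.09 to 2.66.

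As many genes as the real grouping were called in 1 of the 56 splits of explants and irises, 1 of the 56 of explants and livers, and 1 of the 10 of hepatocyte preparations and livers, where a share under 0.1 is not possible. For gene lists, 4 of the 56 splits gave as many lists higher in explants than irises, and 1 of 56 as many lists called against livers. The latter margin is small, with 17 lists in the real grouping and 16 in the largest of the other splits. For figure genes it was 1 of 56 against livers and 1 of 56 against hepatocyte preparations.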
